# *AtC3H3*, an *Arabidopsis* Non-TZF Gene, Enhances Salt Tolerance by Increasing the Expression of Both ABA-Dependent and -Independent Stress-Responsive Genes

**DOI:** 10.3390/ijms252010943

**Published:** 2024-10-11

**Authors:** Hye-Yeon Seok, Sun-Young Lee, Linh Vu Nguyen, Md Bayzid, Yunseong Jang, Yong-Hwan Moon

**Keywords:** ABA-dependent pathway, ABA-independent pathway, *AtC3H3*, CCCH zinc-finger, non-TZF, salt stress

## Abstract

Salinity causes widespread crop loss and prompts plants to adapt through changes in gene expression. In this study, we aimed to investigate the function of the non-tandem CCCH zinc-finger (non-TZF) protein gene *AtC3H3* in response to salt stress in *Arabidopsis*. *AtC3H3*, a gene from the non-TZF gene family known for its RNA-binding and RNase activities, was up-regulated under osmotic stress, such as high salt and drought. When overexpressed in *Arabidopsis*, *AtC3H3* improved tolerance to salt stress, but not drought stress. The expression of well-known abscisic acid (ABA)-dependent salt stress-responsive genes, namely *Responsive to Desiccation 29B* (*RD29B*), *RD22*, and *Responsive to ABA 18* (*RAB18*), and representative ABA-independent salt stress-responsive genes, namely *Dehydration-Responsive Element Binding protein 2A* (*DREB2A*) and *DREB2B*, was significantly higher in *AtC3H3*-overexpressing transgenic plants (*AtC3H3* OXs) than in wild-type plants (WT) under NaCl treatment, indicating its significance in both ABA-dependent and -independent signal transduction pathways. mRNA-sequencing (mRNA-Seq) analysis using NaCl-treated WT and *AtC3H3* OXs revealed no potential target mRNAs for the RNase function of AtC3H3, suggesting that the potential targets of AtC3H3 might be noncoding RNAs and not mRNAs. Through this study, we conclusively demonstrated that *AtC3H3* plays a crucial role in salt stress tolerance by influencing the expression of salt stress-responsive genes. These findings offer new insights into plant stress response mechanisms and suggest potential strategies for improving crop resilience to salinity stress.

## 1. Introduction

Salinity is increasingly contributing to global crop losses. Gene expression systems play a crucial role in altering plant metabolism, as well as regulating cell growth, division, and differentiation, all of which are necessary for stress adaptation [1]. At least two pathways participate in transmitting osmotic stress caused by high salinity or drought stress. One pathway is abscisic acid (ABA)-dependent, whereas the other is ABA-independent [2,3]. The ABA-dependent pathway relies on elevated cellular ABA levels caused by osmotic stress, activating osmotic stress-responsive genes such as *Responsive to Desiccation 29B* (*RD29B*), *Responsive to ABA 18* (*RAB18*), *RD20*, and *RD22* [2,3]. In the ABA-independent pathway, osmotic stress-responsive gene activation does not require ABA up-regulation. Instead, osmotic stress-responsive genes are activated through C-repeat/dehydration-responsive elements (CRT/DRE) in their promoters, along with associated CRT/DRE-binding factors (CBF/DREBs), such as Dehydration-Responsive Element Binding protein 2A (DREB2A) and DREB2B. During osmotic stress, both signaling pathways maintain cellular homeostasis by up-regulating specific genes [2,3].

Zinc-finger proteins with a CCCH zinc-finger motif comprising three cysteine (Cys) residues and one histidine (His) residue are known as CCCH zinc-finger proteins. These proteins have been detected in most eukaryotic organisms and play crucial roles in plant biology [4]. In *Arabidopsis* (*Arabidopsis thaliana*), 68 CCCH zinc-finger protein genes are known, whereas 67 were found in rice (*Oryza sativa*). *Arabidopsis* CCCH zinc-finger proteins are categorized into 11 subfamilies depending on the number of zinc-finger motifs and the distance between the Cys and His residues [4]. Additionally, CCCH zinc-finger proteins are categorized as tandem and non-tandem CCCH zinc-finger (TZF and non-TZF, respectively) proteins. TZF proteins have two tandem CCCH zinc-finger motifs, while non-TZF proteins contain a different number of CCCH zinc-finger motifs. The *Arabidopsis* genome contains 26 presumptive TZF and 42 non-TZF proteins [5].

The CCCH zinc-finger proteins play essential roles in various biological processes in plants, such as responding to hormones and stresses, providing immunity against pathogens, maintaining homeostasis, and regulating plant growth [6]. Previous research has shown that specific CCCH zinc-finger protein-encoding genes regulate abiotic stress responses. For example, *AtTZF10*/*Salt-inducible Zinc Finger 2* (*AtSZF2*) and *AtTZF11*/*AtSZF1* are involved in the negative salt stress response, while *AtTZF4*/*SOMNUS* (*SOM*), *AtTZF5*, and *AtTZF6*/*PEI1* are involved in the positive ABA response [7,8]. In *Arabidopsis*, *AtTZF2*/*Oxidation-related Zinc Finger 1* (*AtOZF1*) or *AtTZF3*/*AtOZF2* overexpression enhances drought tolerance and hypersensitive responses to ABA [9]. Additionally, *AtC3H17*, a non-TZF gene in *Arabidopsis*, is involved in osmotic stress responses, with increased expression in response to high salt and drought stress. *AtC3H17* overexpression confers resistance to high salt and oxidative stress, whereas mutants show higher sensitivity than wild-type plants (WT). Furthermore, *AtC3H17* is involved in high salt stress resistance in *Arabidopsis* through an ABA-dependent pathway [10]. In rice, *OsTZF1* is up-regulated by high salinity, drought, and oxidative stress [11]. *GhZFP1* overexpression improves drought tolerance in cotton (*Gossypium hirsutum*) [12]. *IbC3H18*, a non-TZF gene in sweet potato (*Ipomoea batatas*), and *TaZnFP*, identified in wheat (*Triticum aestivum*), are up-regulated by salt and drought stresses. *IbC3H18* or *TaZnFP* overexpression improves salt and drought stress tolerance [13,14]. Plants overexpressing *DgC3H1*, a non-TZF gene in chrysanthemum (*Chrysanthemum morifolium*), showed greater tolerance to low-temperature stress. In contrast, low-temperature stress tolerance was reduced in antisense *DgC3H1*-expressing transgenic plants [15].

Zinc-finger proteins are essential for various cellular processes, including RNA binding, transcriptional regulation, protein–protein interactions, and apoptosis regulation [16]. Some CCCH zinc-finger proteins are located in the cytoplasm, bind to RNA, regulate RNA stability, and post-transcriptionally control downstream genes. Certain CCCH zinc-finger proteins include nuclear localization and/or nuclear export signals, working as transcription factors in the nucleus by activating or repressing transcription [6]. Therefore, CCCH zinc-finger proteins control the transcriptional and post-transcriptional expression of development- or stress response-associated genes. CCCH zinc-finger proteins mediate post-transcriptional regulation through their function as RNA-binding proteins. For instance, AtTZF1 uses its TZF motif to bind to RNA in a zinc-dependent manner [17]. In *Arabidopsis*, AtC3H11/Cleavage and Polyadenylation Specificity Factor 30 (AtCPSF30) is essential for cleaving the 3′ end of pre-mRNA and generating the poly-A tail. Notably, the position of the 3′ end can vary owing to AtC3H11/AtCPSF30 [18]. It has been demonstrated that plant CCCH zinc-finger proteins control transcription. AtC3H14 and AtC3H15/Callose Defective Microspore 1 (AtCDM1) exhibit transactivation activity as well as DNA binding in yeast [19]. In *Arabidopsis*, AtC3H17 contains an EELR-like motif at its N-terminus, which activates downstream gene transcription [5]. IbC3H18 possesses an RNA-binding motif and exhibits transactivation activity. The C-terminus contains an RNA-binding motif that is crucial for transcriptional activation [14]. The LlC3H18 transcription factor with an RNA-binding function in lily (*Lilium longiflorum*) activates transcription and regulates responses to high-temperature stress by binding to the *LlWRKY33* promoter [20].

In this study, we investigated the role of *AtC3H3*, a non-TZF gene, in the response of *Arabidopsis* to salt stress. AtC3H3, known for its RNA-binding and RNase activities [21], is up-regulated under osmotic stress, particularly high salt and drought. Our study revealed that *AtC3H3*-overexpressing *Arabidopsis* exhibited tolerance to salt stress. Furthermore, *AtC3H3* was responsible for the response of *Arabidopsis* to salt stress by influencing both ABA-dependent and -independent pathways.

## 2. Results

### 2.1. AtC3H3 Possesses Five CCCH Zinc-Finger Motifs

To better understand osmotic stress responses mediated by non-TZF genes, we analyzed the expression of non-TZF genes under osmotic stress and selected *AtC3H3* as a candidate for further study. AtC3H3 has five CCCH zinc-finger motifs, denoted as C–X_8_–C–X_5_–C–X_3_–H, and is included in subfamily I of CCCH zinc-finger proteins in *Arabidopsis* (Figure 1). We identified one AtC3H3 paralog, AtC3H26, and several AtC3H3 orthologs in several plant species, including *Arabidopsis lyrata*, *Camelina sativa*, *Eutrema salsugineum*, *Capsella rubella*, *Brassica oleracea*, *Brassica rapa*, *Brassica napus*, *Raphanus sativus*, and *Tarenaya hassleriana* by BLASTP analysis. Multiple sequence alignment of AtC3H3 and its paralog and orthologs revealed highly conserved protein sequences, particularly in the CCCH zinc-finger motifs (Figure 1b).

### 2.2. AtC3H3 Expression during Development and in Organs in Arabidopsis

To obtain insights into the functions of *AtC3H3*, the temporal and spatial patterns of *AtC3H3* expression were investigated at various seedling developmental stages and in mature plant organs using quantitative RT-PCR (qRT-PCR). *AtC3H3* showed constitutive transcript levels during *Arabidopsis* seedling development (Figure 2a). In mature *Arabidopsis* plants, *AtC3H3* was significantly transcribed in floral clusters and cauline leaves compared to the other organs investigated, including roots, siliques, stems, and rosette leaves (Figure 2b). In the semi-qRT-PCR analysis, we observed similar expression patterns to those obtained through qRT-PCR (Figure S1).

To monitor the *AtC3H3* expression patterns, we generated transgenic plants harboring a *β-glucuronidase* (*GUS*)-fused *AtC3H3* promoter construct and examined them using a histochemical GUS assay. The 2 kb upstream region from the transcription initiation site with 180 bp of *AtC3H3* 5′ UTR was linked to *GUS* (Figure 3a). *GUS* expression was observed in the cotyledons and root junctions of 4- to 21-day-old seedlings, and it was constitutively expressed throughout *Arabidopsis* seedling development (Figure 3b), indicating that the *AtC3H3* promoter was activated constitutively during *Arabidopsis* seedling development. This result was in line with the *AtC3H3* expression pattern observed using qRT-PCR (Figure 2a).

### 2.3. Subcellular Localization of AtC3H3 Protein

To reveal the molecular actions of AtC3H3, we examined the subcellular localization of AtC3H3 using the synthetic GFP (sGFP)-fused AtC3H3 constructs expressed in *Arabidopsis* protoplasts (Figure 4a). The GFP signals of both sGFP–AtC3H3 and AtC3H3–sGFP constructs were strongly observed in the cytoplasm (Figure 4b), suggesting that AtC3H3 plays a role in the cytoplasm.

### 2.4. AtC3H3 Transcription Increases under Osmotic Stress Conditions

To analyze *AtC3H3* expression under osmotic stress conditions, we assessed *AtC3H3* transcript levels using qRT-PCR in WT seedlings subjected to 150 mM NaCl, 300 mM mannitol, or 100 μM ABA for 0–8 h (Figure 5). *AtC3H3* transcript levels increased after treatment with NaCl, mannitol, and ABA for 1 h (Figure 5a–c). *RD29A* transcript levels were analyzed to validate proper treatments with NaCl, mannitol, and ABA (Figure 5d–f). We observed comparable results in semi-qRT-PCR analysis, with *AtC3H3* transcript levels increasing after NaCl, mannitol, and ABA treatments (Figure S2). These results indicate that *AtC3H3* may play a significant role in responding to osmotic stress. We thus focused on characterizing the function of *AtC3H3* in the osmotic stress response.

### 2.5. AtC3H3-Overexpressing Transgenic Plants Show Tolerance to Salt Stress

To reveal the biological functions of *AtC3H3* in the osmotic stress response at the seedling stage, we generated *AtC3H3*-overexpressing transgenic plants (*AtC3H3* OXs) and selected three independent T_1_ lines using qRT-PCR and semi-qRT-PCR (Figure S3). T_3_ homozygous plants of the selected three T_1_ lines were isolated and used for subsequent experiments. To analyze the roles of *AtC3H3* in the salt stress response, *AtC3H3* OX seedlings were treated with various NaCl concentrations. Our results revealed that *AtC3H3* OXs were more tolerant with higher fresh weight (FW) than WT under 150, 160, and 170 mM NaCl treatments (Figure 6a,b, Figures S4a,b and S5a,b). Photosystem II (PS II) activity is often used to study plant physiology under salt stress conditions [22]. We assessed *F_v_*/*F_m_* representing PS II activity in both *AtC3H3* OXs and WT. *F_v_*/*F_m_* values were significantly higher in *AtC3H3* OXs than in WT under 150, 160, and 170 mM NaCl treatments (Figure 6c,d, Figures S4c,d and S5c,d). Abiotic stresses enhance reactive oxygen species production and accumulation in plant cells [23]. Consequently, we measured superoxide production in *AtC3H3* OXs and WT. After treatment with 50 and 100 mM NaCl, significantly less superoxide was accumulated in *AtC3H3* OXs than in WT (Figure 6e). These results demonstrate that *AtC3H3* OX seedlings show more tolerance to salt stress than WT seedlings. Next, using mannitol treatment, we examined how *AtC3H3* OXs respond to drought stress, which is another osmotic stress. We discovered no detectable differences in FW and PS II activity between *AtC3H3* OX and WT seedlings under 400, 450, and 500 mM mannitol treatments (Figure S6). These results indicate that *AtC3H3* OXs show no significant tolerance to drought than WT.

To study the response of mature *AtC3H3* OXs to salt stress, we exposed *AtC3H3* OXs and WT grown on soil with 0, 300, and 350 mM NaCl. The results showed that *AtC3H3* OXs were more tolerant than WT under 300 and 350 mM NaCl treatments (Figure 7a,b and Figure S7a,b). Since chlorophyll content is crucial for estimating the photosynthesis capacity of plants [22], chlorophyll content as well as PS II activity were quantified in *AtC3H3* OXs and WT. Notably, PS II activity, as indicated by the *F_v_*/*F_m_* value, was higher in *AtC3H3* OXs than in WT under the NaCl treatments (Figure 7c and Figure S7c). Additionally, *AtC3H3* OXs displayed greater chlorophyll contents, as indicated by the SPAD value, than WT under the NaCl treatments (Figure 7d and Figure S7d). These and previous results suggest that *AtC3H3* OXs are more tolerant to salt stress than WT at the seedling and mature plant stages. Furthermore, to confirm the response of mature *AtC3H3* OXs to drought stress, we subjected them to drought stress. We found no significant differences in PS II activity and chlorophyll content between *AtC3H3* OXs and WT under drought treatments (Figure S9). Our results suggest that *AtC3H3* overexpression enhances tolerance, specifically to salt stress, in both seedlings and mature plants.

### 2.6. AtC3H3 OXs Show the Elevated Expression of Both ABA-Dependent and -Independent Salt Stress-Responsive Genes

The response of plants to salt stress is influenced by ABA-dependent and/or -independent signaling pathways [2,3]. To investigate the *AtC3H3*-mediated salt stress signaling pathway, we analyzed the expression patterns of ABA-dependent and -independent stress-related genes under salt stress conditions in *AtC3H3* OXs and WT. The results of qRT-PCR indicated that the transcript levels of all examined genes were elevated after NaCl treatment (Figure 8 and Figure S9). The transcript levels of the ABA-dependent stress-responsive genes *RD29B*, *RD22*, and *RAB18* were significantly higher in *AtC3H3* OXs than in WT under the NaCl treatments (Figure 8b–d and Figure S9b–d). Interestingly, *DREB2A* and *DREB2B*, representative ABA-independent stress-responsive genes, also showed significantly higher transcript levels in *AtC3H3* OXs than in WT under NaCl treatment conditions (Figure 8e,f and Figure S9e,f). These results suggest that the *AtC3H3*-mediated response to salt stress may occur through both ABA-dependent and -independent signaling pathways.

### 2.7. Analysis of Target mRNAs of the RNase Function of AtC3H3 Using mRNA-Sequencing

In a previous study, AtC3H3 was identified as an RNase [21]. 

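The mRNA-Seq data comprise 14 libraries from whole 10-day-old seedlings, with 2 biological replicates in each of 7 groups. Seedlings of WT, of a line labelled AtC3H3 OX and of a line labelled AtC3H26 OX, which carries the paralog of AtC3H3, were treated with 150 mM NaCl. For WT and AtC3H3 OX the methods of the paper state that RNA collected after 1, 2 and 4 h was combined. The other libraries come from untreated seedlings of both lines and from 2 sets of untreated WT seedlings, numbered 1 and 2 in the labels. The labels do not say which set of WT belongs with which line. The authors trimmed the reads, mapped them to the TAIR 10 genome with TopHat and estimated FPKM, the number of fragments scaled by transcript length and by mapped reads, with Cufflinks. The deposited values are FPKM before the quantile normalization that the methods describe, since the upper quartile of the values above 0 ranged from 18.2 to 20.2 FPKM between libraries. Differences were tested with limma (trend) on log2(FPKM + 1) for genes with at least 1 FPKM in at least 2 libraries of the comparison, and p was adjusted by the Benjamini-Hochberg method. On this scale, fold changes of genes near 1 FPKM are smaller than the ratios of their FPKM.

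The gene named in each label was examined first. AtC3H3 (AT1G04990 on chromosome 1, listed as F13M7.1) had 14.8 and 13.5 FPKM in the 2 libraries labelled AtC3H3 OX with NaCl and 20.7 and 23.0 FPKM in the 2 WT libraries with NaCl. Its log2 fold change was -0.59 (standard error 0.08, adjusted p = 0.025). The adjusted p ranged from 0.012 to 0.095 over the alternative settings, the latter with no filter on low values. Without NaCl, the same gene had 4.53 ± 0.464 FPKM (SD, n = 2) in the libraries labelled AtC3H3 OX and 5.79 ± 0.472 FPKM (SD, n = 4) in WT, a log2 fold change of -0.30 (standard error 0.10, adjusted p = 0.40 from limma). In both treatments, each library labelled AtC3H3 OX lay below each WT library. AtC3H26 (AT2G32930 on chromosome 2, listed as ZFN2) likewise had 5.11 and 4.39 FPKM in the libraries labelled AtC3H26 OX with NaCl, against 7.97 and 7.50 FPKM in WT with NaCl. Because the transcript of the overexpressed gene was lower and not higher than in WT, the groups are named by their labels, as the libraries labelled AtC3H3 OX or labelled AtC3H26 OX.

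**Figure D1:**
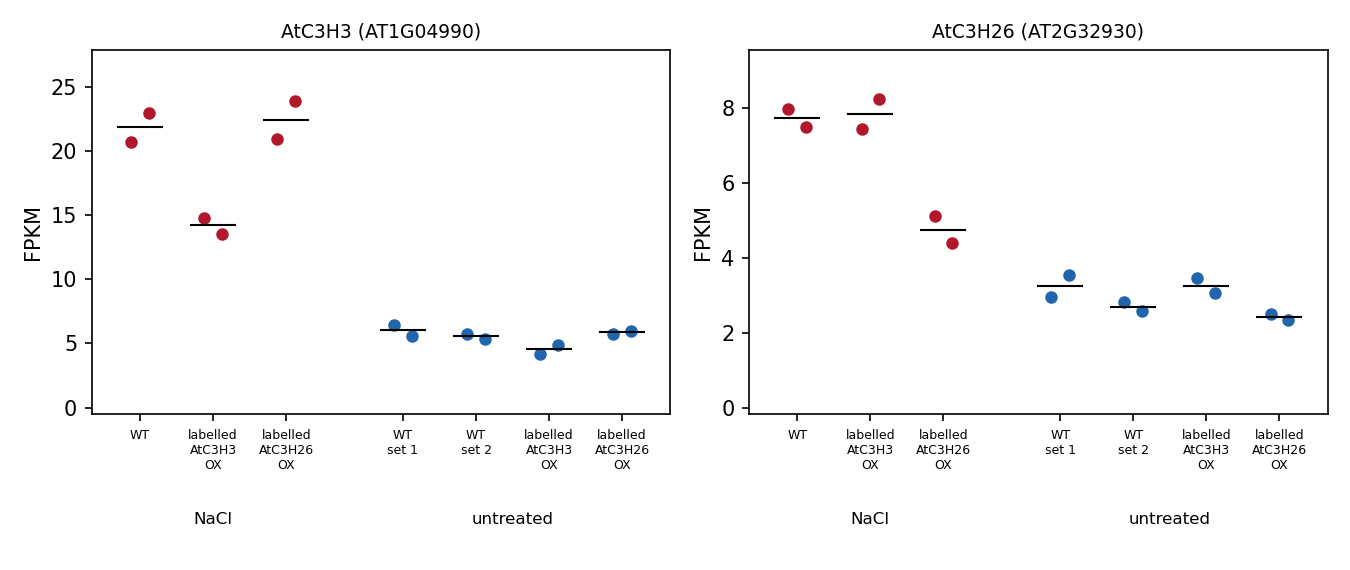
FPKM of AtC3H3 (left) and AtC3H26 (right) in each library. Dots are libraries (red, NaCl; blue, untreated), and black lines are the means of 2 replicates. AtC3H3 lies at 14.8 and 13.5 FPKM in the libraries labelled AtC3H3 OX with NaCl, below both WT libraries with NaCl.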

To identify the target mRNAs of AtC3H3 RNase function and stress-responsive genes involved in salt tolerance in *AtC3H3* OXs, we performed mRNA sequencing (mRNA-Seq) analysis using *AtC3H3* OXs and WT under the NaCl treatments. mRNA-Seq reads were successfully mapped to the *Arabidopsis* Columbia genome, with 95.7–96.1% mapping rates (Table S1). 

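The deposited files hold no read counts, and so the depth of each library was estimated from the FPKM values. In genes covered by few fragments, FPKM changes in steps of 1 fragment, and the most frequent ratio of low values between libraries gives their relative depth. This ratio was taken over 3063 to 3687 genes longer than 1000 bp in each library. With replicate 2 of WT with NaCl set to 1, the relative depth was 0.926 in replicate 1 of WT with NaCl. It was 0.814 and 0.764 in replicates 1 and 2 labelled AtC3H3 OX with NaCl, and it ranged from 0.638 to 1.074 over all 14 libraries. The absolute number of fragments behind an FPKM value is not known from the files. The FPKM values of a library summed to between 665439 and 729899, and the 10 highest values took between 6.9% and 8.6% of this sum. Across 21083 genes, which are not independent replicates, Pearson's r between replicates on the log2 scale ranged from 0.977 to 0.982 over the 7 groups. For genes of 20 to 40 FPKM, the spread of the log2 difference between replicates ranged from 0.086 to 0.16. This spread is the median absolute deviation, scaled to equal an SD for normal data, and gives little weight to outlying genes.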

The number of mapped reads ranged from 21.1 to 27.2 million (Table S1). We excluded less abundant genes, leaving us with 37,982 genes for the analysis.

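The deposited files list 37980 genes, of which 28205 were above 0 in at least 1 of the 14 libraries and 9775 were at 0 in every library. Of the genes listed, 37720 (99.3%) were matched by name and order to the RefSeq annotation of TAIR10.1. They include 27513 protein-coding genes and 3475 long noncoding RNA genes. Between 24089 and 24570 genes per library had a value above 0. The requirement of at least 1 FPKM in at least 2 of the 4 libraries left 19642 genes for the comparison of the libraries labelled AtC3H3 OX with WT under NaCl treatment.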

Genes with more than 2-fold differences in expression, along with *p* < 0.05, were considered up- or down-regulated in *AtC3H3* OXs. 

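With an adjusted p under 0.05, 255 genes were higher and 270 genes were lower in the libraries labelled AtC3H3 OX than in WT under NaCl treatment (limma, 2 libraries against 2). Of these, 15 higher and 18 lower genes differed by more than 2-fold on the scale of log2(FPKM + 1). AtC3H3 itself was among the lower genes. The p-values measure the spread between replicates of a group and not that between groups of plants. By the same test, the 2 sets of untreated WT differed in 2005 genes. Of the genes called with NaCl, 487 were tested untreated, and 58.5% of these had the same sign there. The calls alone therefore do not tell an effect of the line apart from a difference between groups of plants. Without adjustment, 1858 genes were higher and 1754 lower at a p under 0.05, and 29 higher and 37 lower genes also differed by more than 2-fold. The number of adjusted calls moved most when the filter on low values was left out, to 24 higher and 32 lower of 26296 genes. The number by unadjusted p and 2-fold difference rose to 74 higher and 82 lower with a pseudocount of 0.1 in place of 1. It fell to 8 higher and 15 lower among genes with an FPKM of 1 in every library, a filter chosen after the values were seen. In simulated data with 200 changed genes among 19376, the same test recovered 95.5% of them, and 6.37% of its calls were unchanged genes. The changed genes differed by 1 or 2 on the log2 scale and had a mean log2(FPKM + 1) above 2. Smaller changes and lower genes were not covered.

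All 21 genes of Tables S2 and S3 changed in the direction that the paper states, and 17 of them had an adjusted p under 0.05. The exceptions were MAF5, AT3G26135, bHLH92 (listed as BHLH92) and AT1G79485, and the largest adjusted p among the 21 was 0.077. Adjusted over the list alone, all 21 had a p under 0.05, but the study chose the list on these samples, and this count is not independent evidence. In 8 of the 21 genes every value of the 4 libraries was under 5 FPKM. In 4 of the 21 genes, not all of them among these 8, both libraries of a group were listed at 0.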

The results indicated that only 10 and 11 genes were up- and down-regulated in *AtC3H3* OXs, respectively (Table 1, Tables S2 and S3). We examined the gene ontology (GO) enrichment of the up- and down-regulated genes to understand the *AtC3H3*-associated biological processes. The up-regulated genes showed enrichment in response to insects, glycosinolate biosynthetic process, S-glycoside biosynthetic process, glucosinolate biosynthetic process, and glycosyl compound biosynthetic process. 

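GO enrichment was not analysed here. The higher genes of Table S2 include a pair of cytochrome P450 genes, CYP79F1 (AT1G16410, chromosome 1) and CYP83A1 (AT4G13770, chromosome 4). In the libraries labelled AtC3H3 OX with NaCl, CYP79F1 had 31.2 ± 0.114 FPKM (SD, n = 2), against 14.4 ± 0.43 FPKM (SD, n = 2) in WT with NaCl. Its log2 fold change was 1.07 (standard error 0.06, adjusted p = 0.003 from limma). CYP83A1 had 60.6 ± 0.402 FPKM against 28.9 ± 0.576 FPKM, a log2 fold change of 1.04 (standard error 0.04, adjusted p = 0.0011). With all 14 libraries in one fit the adjusted p rose to 0.2 for CYP79F1 and 0.1 for CYP83A1, and over the alternatives it ranged upward from 0.0011 and 0.00036, respectively. CYP79F2, the paralog next to CYP79F1, rose by a log2 fold change of 0.64 (standard error 0.09, adjusted p = 0.031, and 0.016 to 0.1 over the alternatives). Both CYP79F1 and CYP83A1 were also higher than in WT in the libraries labelled AtC3H26 OX with NaCl, with log2 fold changes of 0.97 and 0.93. Both comparisons use the same WT libraries, so that a low value in these alone would raise both. Across 19424 genes, the effects of the lines had a Pearson r of 0.429, and those of unchanged groups simulated against the same WT libraries had a mean r of 0.502. Between the lines, CYP79F1 differed by a log2 fold change of 0.09 (adjusted p = 0.32) and CYP83A1 by 0.11 (adjusted p = 0.27). Untreated, against other WT libraries, CYP79F1 had log2 fold changes of 0.91 for AtC3H3 OX and 1.27 for AtC3H26 OX (limma, adjusted p = 0.42 and 0.13). CYP83A1 had 0.73 and 0.83 (adjusted p = 0.41 and 0.19). For both genes, each untreated library of either line lay above each untreated WT library. This argues against low values in the WT libraries with NaCl as the only source.

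Among the genes of Table S2 with a value above 0 in all 4 libraries, the largest fold change was that of PI (AT5G20240, chromosome 5). It had 17.2 and 18.2 FPKM in the libraries labelled AtC3H3 OX with NaCl and 0.392 and 0.611 FPKM in WT with NaCl, a log2 fold change of 3.64 (standard error 0.12, adjusted p = 0.0005). AT5G13565 had 15.9 and 16.6 FPKM in the libraries labelled AtC3H3 OX and was listed at 0 in both WT libraries with NaCl. AT4G18203 and AT1G76465 were also listed at 0 in both WT libraries. They had 1.82 and 2.84 FPKM, and 1.69 and 1.75 FPKM, in the libraries labelled AtC3H3 OX. After scaling by depth, the values of AT5G13565 were 1.35 and 1.32 times the smallest value above 0 of this gene in any library, and those of AT1G76465 were 1.08 and 1.05 times. These values cannot be separated from those of 1 or a few fragments. The log2 fold changes of the remaining higher genes of Table S2 were 1.35 for MAF5, 1.31 for AT5G25756, 1.24 for AT3G26135 and 1.10 for RTFL21, each with every value under 5 FPKM.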

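Among the lower genes of Table S3, DIN10 (AT5G20250, chromosome 5), the gene next to PI, had the largest fold change on the scale of log2(FPKM + 1). DIN10 had 15.6 ± 0.953 FPKM (SD, n = 2) in the libraries labelled AtC3H3 OX with NaCl and 104 ± 0.936 FPKM (SD, n = 2) in WT with NaCl. Its log2 fold change was -2.66 (standard error 0.05, adjusted p = 9.1e-05 from limma). The adjusted p of DIN10 ranged from 5e-06 to 0.2 over the alternatives, the latter with all 14 libraries in one fit. ELI3-2 (AT4G37990) had 14.0 and 13.2 FPKM against 36.6 and 36.8 FPKM in WT, a log2 fold change of -1.37 (standard error 0.06). For AT5G04790, listed as MUK11.11, the log2 fold change was -1.48 (standard error 0.15), and its values in WT, 13.2 and 9.63 FPKM, differed more between replicates. This gene is only 165 bp long, and its values were not examined for steps of 1 fragment. DIN11 (AT3G49620) changed by a log2 fold change of -1.12 and ICL (AT3G21720) by -1.08. The changes of AT3G44870, which the paper names FAMT-L, AT4G12735 and AT5G43570, listed as K9D7.7, lay between -1.20 and -1.07. AT3G18291 was listed at 0 in both libraries labelled AtC3H3 OX and had 1.37 and 1.26 FPKM in WT with NaCl, so that its fold change depends on the pseudocount. The adjusted p of bHLH92 (AT5G43650) was 0.056, with a log2 fold change of -1.06, and with the replicate number as a block it was 0.027. Over the alternatives, this adjusted p of BHLH92 ranged from 0.027 to 0.17.

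**Figure D2:**
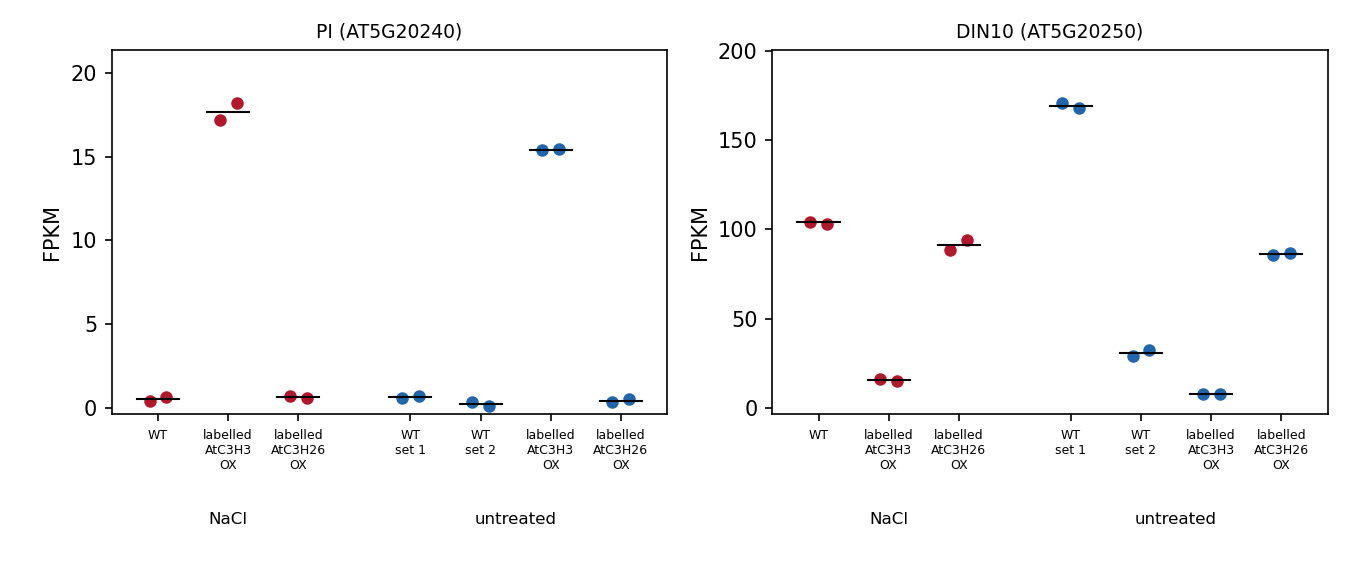
FPKM of the neighbouring genes PI (left) and DIN10 (right) in each library. Dots are libraries (red, NaCl; blue, untreated), and black lines are the means of 2 replicates. With NaCl, PI lies at 17.2 and 18.2 FPKM in the libraries labelled AtC3H3 OX and at 0.392 and 0.611 FPKM in WT, and DIN10 lies lower in the libraries labelled AtC3H3 OX than in WT.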

The down-regulated genes were enriched in the secondary metabolic process (Table S4).

We hypothesized that the target mRNAs of the RNase function of AtC3H3 would be down-regulated in *AtC3H3* OXs. In addition, we expected that salt stress-responsive genes involved in salt tolerance would be down-regulated in *AtC3H3* OXs under salt stress conditions because *AtC3H3* expression increased under salt stress conditions. We analyzed the expression of the 11 down-regulated genes using Genevestigator (Table S2). Among them, only six, including *Dark Inducible 10* (*DIN10*)/*Raffinose Synthase 6* (*RS6*), AT5G04790, *Cinnayl-Alcohol Dehydrogenase 8* (*CAD8*)/*Elicitor-activated gene 3-2* (*ELI3-2*), *ATP Responsive 2* (*ATPR2*)/*Farnesoic Acid Methyl Transferase-Like* (*FAMT-L*), *DIN11*, and *Isocitrate Lyase* (*ICL*), were available in the Genevestigator database for analysis. Unexpectedly, the expression of the six genes increased under salt, drought, and osmotic stress conditions in Genevestigator analysis (Figure S10). These results suggest that AtC3H3 might not target the down-regulated genes from the mRNA-Seq analysis and might potentially target noncoding RNAs, including long noncoding RNAs and microRNAs (miRNAs), but not mRNAs.

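Gene types were taken from the RefSeq annotation. Of the 270 genes that were lower in the libraries labelled AtC3H3 OX with NaCl at an adjusted p under 0.05, 19 were noncoding and 249 were protein-coding. Of the coding and noncoding genes together, without the other types, noncoding genes made up 7.09% in this set and 4.94% among all that were tested, an odds ratio of 1.48 (two-sided Fisher's exact test, p = 0.12). Among the genes that were higher, 15 were noncoding and 239 protein-coding, an odds ratio of 1.21 (Fisher's exact test, p = 0.46). At an unadjusted p under 0.05, the odds ratio for the lower genes was 1.06 (Fisher's exact test, p = 0.64). For the lower genes at an adjusted p under 0.05, the odds ratio of 1.48 reversed to 0.68 with all 14 libraries in one fit (Fisher's exact test, p = 1). With the replicate number as a block it was 2.41 (Fisher's exact test, p = 5.2e-05). Among the genes with an unadjusted p under 0.05 and a 2-fold difference, noncoding genes made up 50% of the lower and 46.4% of the higher genes, again without the other types. These are comparisons across genes, which are not independent replicates. They come from libraries made for mRNA-Seq and do not test whether noncoding RNAs are targets.

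The largest decreases outside Table S3 were in a pair of short RNAs. The small nuclear RNA U5.1b (AT3G08605, chromosome 3) had 105 and 187 FPKM in WT with NaCl and was listed at 0 in both libraries labelled AtC3H3 OX with NaCl. It was also listed at 0 in every untreated WT library and in both libraries labelled AtC3H26 OX with NaCl. In the untreated libraries labelled AtC3H26 OX it went from 204 FPKM to 0 between replicates. Its adjusted p ranged from 0.0002 to 0.11 over the alternatives. The small nucleolar RNA AT1G06397 (chromosome 1) had 32.3 and 7.81 FPKM in WT with NaCl and was likewise listed at 0 in both libraries labelled AtC3H3 OX with NaCl. AT1G06397 went from present to 0 between replicates of other groups as well, with 42.4 and 0 FPKM in WT set 1, 7.84 and 0 FPKM in WT set 2, and 62.5 and 0 FPKM in the untreated libraries labelled AtC3H3 OX. Its adjusted p ranged from 0.0094 to 0.65 over the alternatives.

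The paper reasons that mRNAs targeted by the RNase function of AtC3H3 would be down-regulated in the OXs. It also reasons that genes which respond to salt and take part in tolerance would be down-regulated in the OXs under salt stress, since AtC3H3 itself rises there. Because the down-regulated genes that it could look up rose under salt, drought and osmotic stress, the paper proposes noncoding RNAs in place of mRNAs as the targets.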

## 3. Discussion

### 3.1. AtC3H3 OXs Show Salt Tolerance but Not Drought Tolerance

Upon detecting stress, plants generate second messengers that activate a series of downstream genes. The CCCH zinc-finger proteins then respond to environmental stresses by influencing gene expression at the transcriptional and post-transcriptional levels through various signaling pathways [6]. This study investigated the molecular and biological functions of *AtC3H3*, a non-TZF gene, in *Arabidopsis*. Our analysis demonstrates that *AtC3H3* is involved in the salt stress response. *AtC3H3* expression was elevated under NaCl, mannitol, and ABA treatments (Figure 5 and Figure S2). Furthermore, *AtC3H3* OXs presented greater tolerance to salt stress than WT at both the seedling and mature plant stages (Figure 6, Figure 7, Figures S4, S5 and S7), indicating a significant role for *AtC3H3* in salt stress tolerance in *Arabidopsis*. Interestingly, although *AtC3H3* expression was elevated under mannitol treatment, *AtC3H3* OXs did not show significant differences compared with WT in drought response (Figure 5, Figures S2, S6 and S8), indicating that *AtC3H3* may not play an important role in drought tolerance in *Arabidopsis*.

### 3.2. AtC3H3 Enhances Salt Tolerance by Increasing the Expression of Both ABA-Dependent and -Independent Salt Stress-Responsive Genes

Many CCCH zinc-finger proteins participate in stress responses through various mechanisms. Some CCCH zinc-finger proteins enhance stress tolerance through the ABA signaling pathway in plants. Single mutants *attzf10*/*atszf2-1* and *attzf11*/*atszf1-1* exhibited significantly increased expression of ABA-dependent stress-related genes, including *Cold-Regulated 15A* (*COR15A*), *COR47*, *RD29A*, and *KIN1* [7]. *AtC3H17* OXs exhibited higher expression of ABA-dependent salt stress-related genes such as *RAB18*, *COR15A*, and *RD22*, whereas *atc3h17* mutants showed lower expression [10]. *IbC3H18*, a non-TZF protein gene in sweet potato, is also responsible for ABA-signaling-mediated tolerance to salt stress [14]. In contrast, some CCCH zinc-finger proteins are involved in the stress response through ABA-independent pathways. For example, *OsC3H10* contains both DREs and ABREs in its promoter region. Notably, DREs are *cis*-elements regulated by the drought-induced OsDREB2 transcription factor, suggesting that drought may induce *OsC3H10* expression in an ABA-independent manner [24].

In this study, we analyzed the expression of well-known ABA-dependent and -independent salt stress-responsive genes in WT and *AtC3H3* OXs under salt stress conditions. The qRT-PCR results demonstrated higher expression of ABA-dependent salt stress-responsive genes, namely *RD29B*, *RD22*, and *RAB18*, and ABA-independent salt stress-responsive genes, namely *DREB2A* and *DREB2B*, in *AtC3H3* OXs than in WT under salt stress treatment (Figure 8 and Figure S9). This provides a new perspective on the role of *AtC3H3* in mediating the salt stress response. The novelty of our findings lies in identifying the *AtC3H3*-mediated salt stress response signal transduction. Similarly, the involvement of *PvC3H72* in cold stress tolerance is mediated by regulating the Inducer of CBF Expression 1 (ICE1)–CBF–COR regulon as well as ABA-related genes in switchgrass (*Panicum virgatum*). It plays a role in the cold stress response via both ABA-dependent and -independent pathways [25]. These findings expand our knowledge of how plants respond to stress.

### 3.3. Targets of the RNase Function of AtC3H3

Some CCCH zinc-finger proteins play a role in post-transcriptional regulation by modulating RNA metabolism in plants under stress. In an early study of CCCH zinc-finger proteins, Tristetraprolin (TTP) and Butyrate Response Factor 1 (BRF1) were discovered in humans before being found in plants. These proteins bind to AU-rich elements in the 3′ UTR of mRNA and regulate mRNA turnover [26,27]. Most CCCH zinc-finger proteins studied early in plants, such as TZFs, are involved in RNA binding and regulation at post-transcriptional stages. The arginine-rich (RR) site of plant-specific RR-TZF plays a crucial role in RNA binding. The CCCH zinc-finger proteins localize to stress granules (SGs) and processing bodies (PBs). They initiate RNA degradation in the PBs and regulate stress responses as well as plant development by binding to specific RNA elements in the SGs [28]. Furthermore, certain proteins, including AtTZF1, AtTZF4/SOM, AtTZF5, AtTZF6/PEI1, OsTZF1, and OsC3H10, shuttle between the nucleus and cytoplasm and co-localize with SGs and PBs [24,29]. For example, AtTZF1 and OsTZF1 enhance abiotic stress tolerance by regulating stress-related genes, probably through RNA metabolism [24,29].

AtC3H3 binds to RNAs and acts as an RNase in vitro [21]. Additionally, AtC3H3 was localized in the cytoplasm (Figure 4), suggesting its probable involvement in RNA metabolism. To identify the target mRNAs of AtC3H3, mRNA-Seq was performed to compare gene expression in WT and *AtC3H3* OXs under normal and salt stress conditions. 

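In untreated seedlings, 4 genes were higher and 5 lower in the libraries labelled AtC3H3 OX than in WT at an adjusted p under 0.05, of 20056 genes tested (limma, 2 libraries against the 4 of both WT sets). At an unadjusted p under 0.05, 662 were higher and 1370 lower. The adjusted calls depended on the set of WT. At an adjusted p under 0.05, they rose to 170 higher and 314 lower genes against WT set 1 alone, and to 1671 higher and 1160 lower genes against WT set 2 alone. The 2 sets of untreated WT differed from each other in 2005 genes at an adjusted p under 0.05, 556 higher and 1449 lower in set 2. With quantile normalization, 893 were higher and 1158 lower in set 2. Pearson's r across genes between the untreated libraries labelled AtC3H3 OX and WT was 0.977 to 0.981 for set 1 and 0.960 to 0.963 for set 2.

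Of the genes called under NaCl treatment, 1 was also called in untreated seedlings against both sets of WT together, PI. In untreated seedlings, PI had 15.4 ± 0.0726 FPKM (SD, n = 2) in the libraries labelled AtC3H3 OX. Its log2 fold change was 3.56 (standard error 0.18, adjusted p = 0.0023), and the adjusted p ranged from 1.5e-06 to 0.061 over the alternatives, the latter with a pseudocount of 0.1. The effect on PI did not differ detectably between NaCl and untreated seedlings (interaction, log2 difference 0.08, adjusted p = 0.94). DIN10 had 7.58 ± 0.169 FPKM (SD, n = 2) in the untreated libraries labelled AtC3H3 OX, 169 ± 1.64 FPKM in WT set 1 and 30.8 ± 2.5 FPKM in WT set 2. Over both sets the log2 fold change of DIN10 was -3.10 (standard error 0.81, adjusted p = 0.3, and 1.5e-06 to 0.51 over the alternatives), and each library labelled AtC3H3 OX lay below each WT library. DIN10 was called against each set of WT alone, with a log2 fold change of -4.31 (adjusted p = 1.5e-06) for set 1 and -1.89 (adjusted p = 0.00012) for set 2. Of the 21 genes of Tables S2 and S3, 12 passed the filter in untreated seedlings, and 8 of these changed in the direction seen with NaCl. Over all genes, the effect differed between NaCl and untreated seedlings in 8 genes with a positive and 8 with a negative interaction at an adjusted p under 0.05, of 20797 tested, and in 1294 and 749 genes at an unadjusted p under 0.05. At an adjusted p under 0.05, the interaction was positive in 398 and negative in 173 genes against WT set 1 alone, and positive in 957 and negative in 1343 genes against WT set 2 alone.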

We could not identify any potential target mRNAs from the mRNA-Seq analysis, indicating that AtC3H3 may be involved in the metabolism of RNAs other than mRNAs via its RNase activity. Indeed, Roquin 1, a CCCH zinc-finger protein, has recently been identified as a critical miRNA homeostasis regulator in humans. Roquin 1 decreases the half-life of mature miRNAs by increasing their mono-uridylation [30]. Similarly, monocyte chemotactic protein-induced protein 1 (MCPIP1), a CCCH zinc-finger protein and RNase, interacts with GW182, a core component of miRNA-induced silencing complex. Notably, MCPIP1 also suppresses miRNA biogenesis by counteracting Dicer, a central RNase involved in miRNA processing [31]. In *Arabidopsis*, AtC3H15/AtCDM1, a human TTP ortholog, is involved in pollen wall pattern formation by regulating miRNA maturation [32]. Our mRNA-Seq analysis suggested that noncoding RNAs, such as miRNAs or long noncoding RNAs, may be targets of AtC3H3 as an RNase. 

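The deposited files list 5332 noncoding genes, of which 960 passed the filter on low values in the comparison under NaCl treatment. No gene in the files is named as a microRNA precursor. Of 671 long noncoding RNA genes tested, 10 were lower and 11 higher in the libraries labelled AtC3H3 OX than in WT at an adjusted p under 0.05. Of 40 antisense RNA genes, 4 were lower and 1 was higher. Of 35 small nucleolar RNA genes, 1 was lower and 2 were higher. When unadjusted p and a 2-fold difference were required instead, 12 long noncoding RNA genes were lower and 8 higher. As in all these comparisons, the transcript of AtC3H3 was lower in the libraries labelled AtC3H3 OX than in WT. The libraries were made for mRNA-Seq, and short RNAs such as AT1G06397 switched between present and 0 among replicates. These counts therefore do not test whether noncoding RNAs are targets.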

Further studies, including noncoding RNA-Seq, are necessary to identify AtC3H3 targets.

## 4. Materials and Methods

### 4.1. Arabidopsis Growth

The *Arabidopsis* plants in this study belonged to the Columbia (Col-0) ecotype. Seed preparation, germination, and plant growth followed the previous procedures [33].

### 4.2. Multiple Sequence Alignment

NCBI BLAST was used for BLASTP analysis (https://blast.ncbi.nlm.nih.gov/Blast.cgi, accessed on 24 March 2021). In the BLASTP analysis, the database was set to reference proteins (ref_seq protein) and other parameters were set to default.

Clustal Omega Multiple Sequence Alignment was used for the multiple sequence alignments (https://ebi.ac.uk/jdispatcher/msa/clustalo, accessed on 24 March 2021). In the alignments, protein sequences were input in FASTA format. The output format was set to ClustalW, and other parameters were set to default. GeneDoc (https://nrbsc.org/gfx/genedoc, accessed on 24 March 2021) was used to visualize the results of the multiple sequence alignment.

### 4.3. Vector Construction

To construct sGFP-fused vectors used for analyzing subcellular localization, the full-length *AtC3H3* open reading frame (ORF) was inserted into pFGL1283 and pFGL1292 in frames with N-terminal and C-terminal sGFP, respectively, under the control of a modified CaMV *35S* promoter [33].

To construct a *GUS*-fused vector for the histochemical GUS assay, a 2-kb upstream region from the transcription initiation site of *AtC3H3*, including a 185-bp 5′ UTR, was isolated as the *AtC3H3* promoter and fused to the *GUS* gene [33].

To construct a vector for *AtC3H3* overexpression, the full-length *AtC3H3* ORF was inserted into pFGL1434, containing the modified CaMV *35S* promoter to control *AtC3H3* expression and an N-terminal-fused hemagglutinin tag [33].

The primers used for cloning in this study are listed in Table S5.

### 4.4. Transgenic Plants Generation

The binary vectors were introduced into *Agrobacterium tumefaciens* GV3101 (pMP90) using the freeze–thaw method and transferred into WT *Arabidopsis* using the floral-dipping technique [34,35]. Kanamycin (50 μg/mL) was used to isolate transgenic *Arabidopsis* plants. T_3_ homozygous lines were selected for subsequent experiments.

### 4.5. Stress Treatment

Prior to conducting RT-PCR analyses, 10 days after germination (DAG) seedlings grown under short-day (SD) conditions were subjected to stress treatments with an MS solution containing 150 mM NaCl, 300 mM mannitol, or 100 μM ABA for 0, 1, 2, 4, and 8 h, after which they were collected.

For determining the salt and drought stress responses, 5 DAG seedlings grown under SD conditions were transplanted into MS agar media supplemented with 0, 150, 160, or 170 mM NaCl or 0, 400, 450, or 500 mM mannitol for 7, 18, or 23 days.

For determining the salt stress response of mature plants, 21 DAG plants grown under long-day (LD) conditions were irrigated with 0, 300, and 350 mM NaCl at 3- or 4-day intervals.

For determining the drought stress response of mature plants, 3-week-old plants grown under LD conditions were deprived of water for 17 days and then rewatered for 5 days.

### 4.6. Histochemical Staining for Detection of Superoxide Production

For superoxide staining for histochemical analysis, 10 DAG seedlings grown under SD conditions were subjected to filter paper soaked in 0, 50, or 100 mM NaCl for 2 h. Subsequently, the seedlings were stained with a nitro blue tetrazolium solution following the previous description [10].

### 4.7. F_v_/F_m_ and SPAD Value Measurement

FluorCam FC-800 (Photon Systems Instruments, Drasov, Czech Republic) and Jun-ior-PAM (Heinz Walz GmbH, Effeltrich, Germany) were used for *F_v_*/*F_m_* unit determination in seedlings and the third or fourth rosette leaves of mature plants, respectively. The SPAD-502 plus chlorophyll meter (Konica Minolta, Inc., Tokyo, Japan) was used for SPAD value determination in the third or fourth rosette leaves of mature plants. The *F_v_*/*F_m_* unit and SPAD value were determined in accordance with the manufacturer’s instructions.

### 4.8. RNA Isolation and RT-PCR

The RNAqueous RNA Isolation Kit (Invitrogen, Carlsbad, CA, USA) and Plant RNA Isolation Aid (Invitrogen) were used for total RNA isolation as described in the manufacturer’s instructions. Reverse transcription using total RNA was conducted as previously described [10].

qRT-PCR was conducted using Power SYBR^TM^ Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA) on the QuantStudio^TM^ 3 real-time PCR system (Applied Biosystems) following the manufacturer’s instructions. Real-time DNA amplification was analyzed using the QuantStudio^TM^ Design and Analysis software v.1.4.3 (Applied Biosystems). Two technical replicates were used for each biological replicate. Three independent reactions were performed for each technical replicate.

Semi-qRT-PCR was performed as previously described [10]. Notably, PCR was repeated for 30–31 cycles for *AtC3H3* and 23–24 cycles for *GAPc* and *RD29A*.

The primers used for RT-PCR in this study are listed in Table S6.

### 4.9. Histochemical GUS Assay

GUS staining for the histochemical assay was carried out as previously described [33]. Briefly, the seedlings were incubated in a solution containing 2 mM 5-bromo-4-chloro-3-indolyl-β-D-glucuronic acid, 50 mM phosphate buffer (pH 7.0), 0.5 mM potassium ferricyanide, and 0.5 mM potassium ferrocyanide at 37 °C in the dark for 6 h. Then, the seedlings were washed with 50 mM phosphate buffer (pH 7.0) and soaked in a solution of 100% ethanol and acetic acid (9:1, *v*/*v*) overnight at room temperature for fixation and clearing.

### 4.10. Protoplast Transformation

Protoplasts from *Arabidopsis* were isolated and transformed using polyethylene glycol, as described previously [36].

### 4.11. Statistical Analysis

The IBM SPSS Statistics software version v.27.0.0.0 (IBM Corp., Armonk, NY, USA) was used for statistical analysis. Statistical differences were measured using one-way ANOVA with Tukey’s multiple comparison test subsequent to the Shapiro–Wilk normality test.

### 4.12. Library Preparation and mRNA-Seq

Ten-day-old WT and *AtC3H3* OX seedlings were exposed to 150 mM NaCl for 1, 2, or 4 h and then total RNA was isolated. Two micrograms of total RNA from each treatment condition were combined and used to prepare an mRNA-Seq library, as described previously [37]. The HiSeq X10 system (Illumina, Inc., San Diego, CA, USA) was used for high-throughput paired-end 100 bp sequencing. The mRNA-Seq library was prepared and sequenced by E-biogen (https://www.e-biogen.com, accessed on 29 April 2022). Two biological replicates were used for each sample.

### 4.13. mRNA-Seq

mRNA-Seq data was analyzed by E-biogen (https://www.e-biogen.com, accessed on 29 April 2022). The raw sequencing data underwent quality control using FastQC [38]. FASTX_Trimmer and BBMap were used to remove low-quality reads (<Q20) and adapters [39,40]. TopHat was used to map the trimmed reads to the *Arabidopsis* genome sequence TAIR 10 as the reference genome [41]. The fragments per kb per million reads (FPKM) values were used to estimate gene expression levels as determined by Cufflinks [42]. The FPKM values were normalized using EdgeR based on the quantile normalization method [43]. The RNA-Seq mapping rates ranged from 95.7% to 96.1%. The mapped reads ranged from 21.1 to 27.2 million (Table S1). Alignment rates ranged from 95.7% to 96.1% (Table S1). ExDEGA (E-biogen, Inc., Seoul, Republic of Korea) was used for data mining and graphic visualization. The complete mRNA-Seq data from this study is available on the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo, accessed on 28 August 2024) under accession number GSE275862. DAVID (https://david.ncifcrf.gov/, accessed on 19 September 2022) with default parameters was used to analyze GO annotation enrichment.

## 5. Conclusions

In this study, we studied the role of *AtC3H3*, a non-TZF gene, in the response of *Arabidopsis* to salt stress. Our findings demonstrate that *AtC3H3* expression increases under osmotic stress, such as high salinity and drought stress. *AtC3H3*-overexpressing *Arabidopsis* seedlings exhibit improved salt tolerance. Furthermore, *AtC3H3* plays a role in the salt stress response of *Arabidopsis* by influencing both ABA-dependent and -independent pathways. These findings not only deepen our knowledge of plant stress responses but also hold promise for developing new strategies to enhance crop tolerance in the face of increasing salinity.

## Figures and Tables

**Figure 1:**
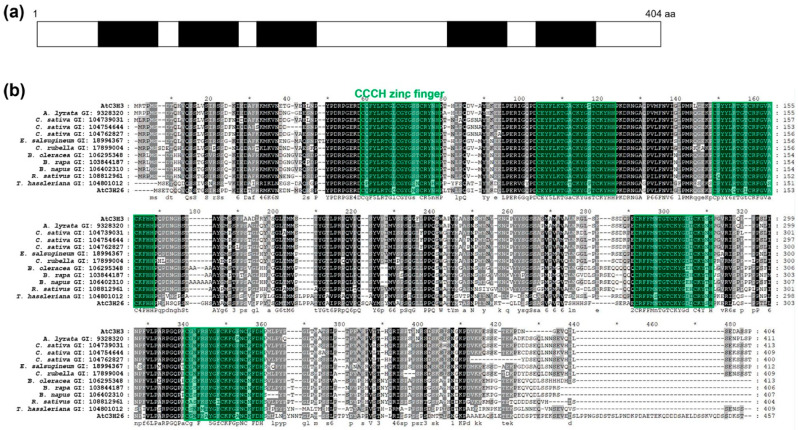
Domain structure of AtC3H3 and multiple sequence alignments among AtC3H3, its paralog, and its orthologs. (**a**) Black boxes indicate CCCH zinc-finger motifs in AtC3H3. (**b**) Multiple sequence alignment with protein sequences of AtC3H3, its paralog, and orthologs. Green boxes indicate CCCH zinc-finger motifs conserved among AtC3H3, its paralog, and its orthologs. Conservation rates of amino acids are represented by shading: black shade for 100%, dark gray shade for 80%, and light gray shade for 60%. GI number of each protein sequence is as follows: AtC3H3, 839351; *A. lyrata*, 9328320; *C. sativa*, 104739031; *C. sativa*, 104754644; *C. sativa*, 104762827; *E. salsugineum*, 18994367; *C. rubella*, 17899004; *B. oleracea*, 106295348; *B. rapa*, 103844187; *B. napus*, 106402310; *R. sativus*, 108812961; *T. hassleriana*, 104801012; AtC3H26, 817855.

**Figure 2:**
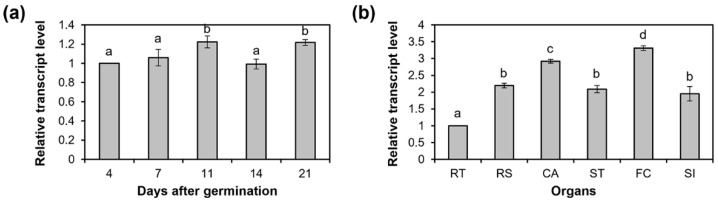
*AtC3H3* expression patterns during seedling development and in mature plant organs using quantitative RT-PCR (qRT-PCR). (**a**) Relative transcript levels of *AtC3H3* at different developmental stages in wild-type plant (WT) seedlings grown under short-day (SD) conditions. (**b**) Relative transcript levels of *AtC3H3* in organs of 49 days after germination (DAG) WT grown under long-day (LD) conditions. RT, roots; RS, rosette leaves; ST, stems; CA, cauline leaves; FC, floral clusters; SI, siliques. In (**a**,**b**), *GAPc* was used to normalize the relative transcript levels. Data represent the average with standard deviations indicated by error bars (*n* = 3). Statistical differences (*p* < 0.05) are denoted by different letters.

**Figure 3:**
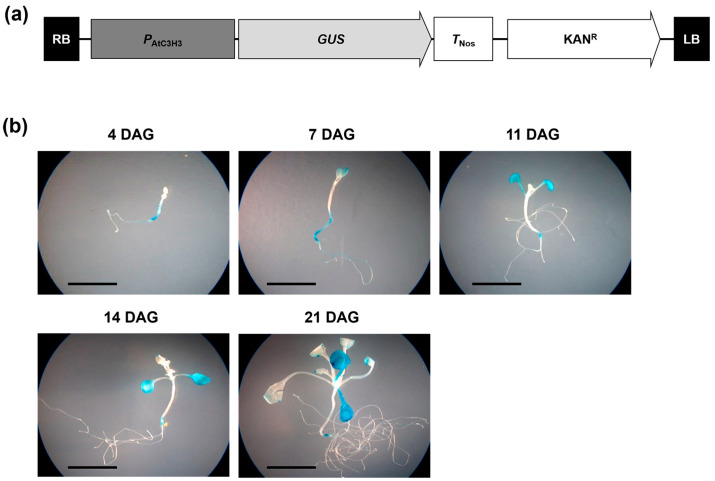
Promoter activity of *AtC3H3*. (**a**) Schematic map of *β-glucuronidase* (*GUS*)-fused *AtC3H3* promoter construct. (**b**) Histochemical GUS assay conducted using transgenic plants harboring *GUS*-fused *AtC3H3* promoter construct grown under SD conditions for indicated times. Scale bars indicate 1 cm.

**Figure 4:**
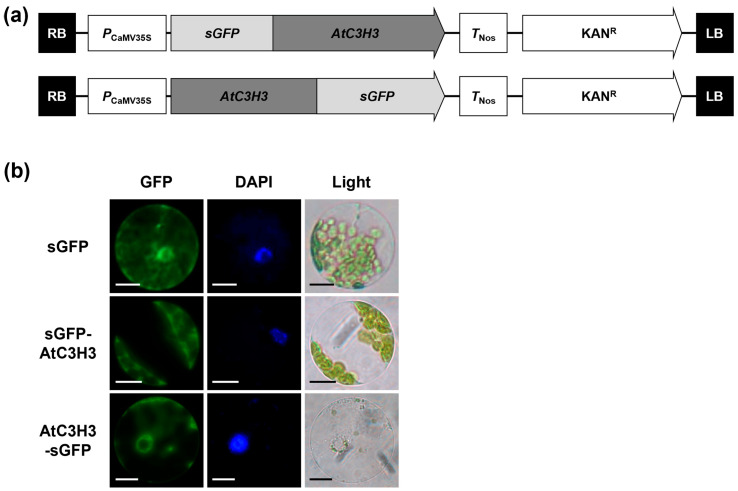
Subcellular AtC3H3 localization. (**a**) Schematic maps of N-terminal or C-terminal sGFP-fused AtC3H3 constructs. (**b**) Subcellular AtC3H3 localization investigated by transiently expressing sGFP–AtC3H3 and AtC3H3–sGFP constructs in *Arabidopsis* protoplasts. Left, GFP signal; middle, 4′,6-diamidino-2-phenylindole (DAPI) staining; right, light microscopic image. Scale bars indicate 10 μm.

**Figure 5:**
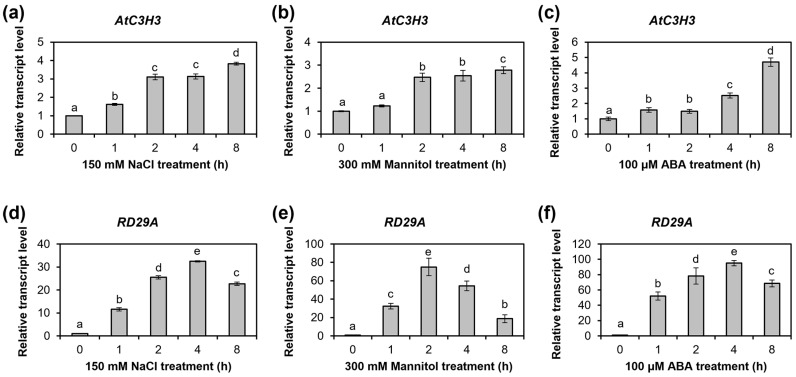
*AtC3H3* and *RD29A* expression patterns under osmotic stress conditions. (**a**–**c**) Relative *AtC3H3* transcript levels in 10 DAG WT seedlings treated with NaCl (**a**), mannitol (**b**), and ABA (**c**) for indicated times. (**d**–**f**) Relative *RD29A* transcript levels in 10 DAG WT seedlings treated with NaCl (**d**), mannitol (**e**), and ABA (**f**) for indicated times. *GAPc* was used to normalize the relative transcript levels. *AtC3H3* or *RD29A* transcript levels at 0 h of treatment were designated as 1. Data represent the average with standard deviations indicated by error bars (*n* = 6). Statistical differences (*p* < 0.05) are denoted by different letters.

**Figure 6:**
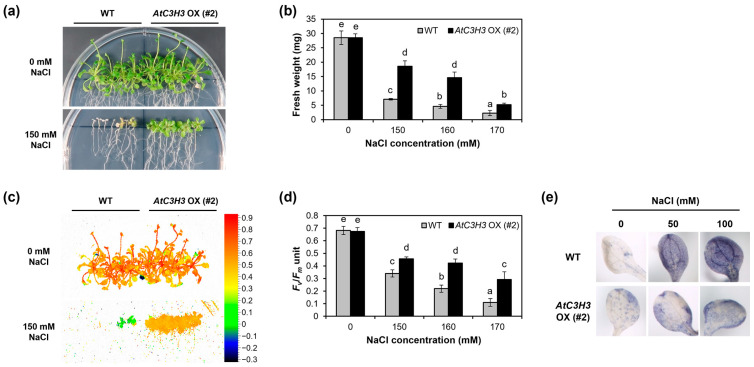
Response of *AtC3H3*-overexpressing transgenic plant (*AtC3H3* OX) seedlings to salt stress. (**a**) Photographs of WT and *AtC3H3* OX seedlings incubated under indicated NaCl concentrations for 23 days. (**b**) Fresh weight (FW) of WT and *AtC3H3* OX seedlings assessed after 23-day NaCl treatment. (**c**) Fluorescent image of photosystem II (PS II) activity (*F_v_*/*F_m_*) of WT and *AtC3H3* OX seedlings incubated under indicated NaCl concentrations for 23 days. (**d**) *F_v_*/*F_m_* units of WT and *AtC3H3* OX seedlings assessed after 23-day NaCl treatment. (**e**) Superoxide accumulation in cotyledons of 10 DAG WT and *AtC3H3* OX seedlings. Histochemical nitro blue tetrazolium staining carried out after NaCl treatment with indicated concentrations. In (**b**,**d**), data represent the average with standard deviations indicated by error bars (*n* = 24). Statistical differences (*p* < 0.05) are denoted by different letters.

**Figure 7:**
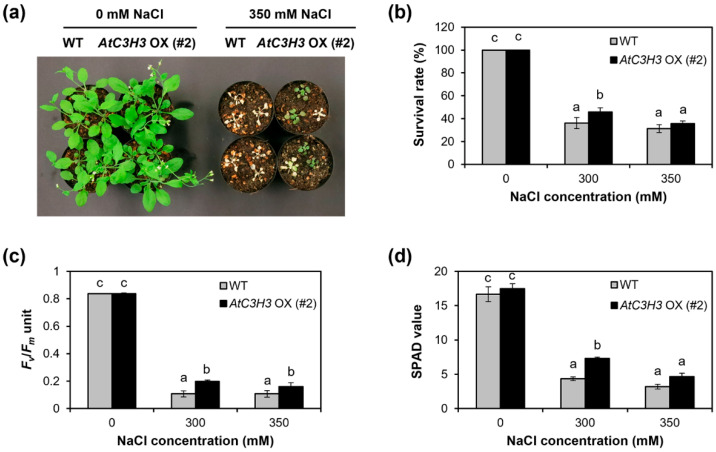
Response of mature *AtC3H3* OX plants to salt stress. (**a**) Photograph of WT and *AtC3H3* OXs treated with indicated NaCl concentrations for 17 days. (**b**) Survival ratio of WT and *AtC3H3* OXs after 17-day NaCl treatment. (**c**) *F_v_*/*F_m_* units of WT and *AtC3H3* OXs after 17-day NaCl treatment. (**d**) SPAD values of WT and *AtC3H3* OXs after 17-day NaCl treatment. In (**b**–**d**), data represent the average with standard deviations indicated by error bars (*n* = 15). Statistical differences (*p* < 0.05) are denoted by different letters.

**Figure 8:**
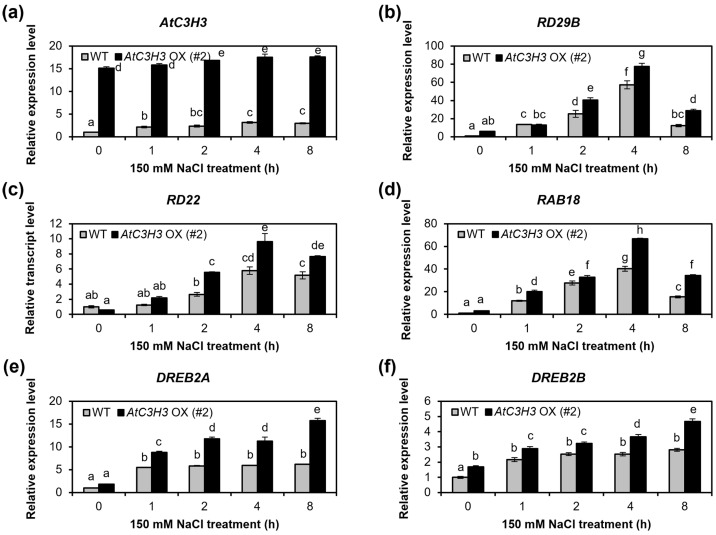
Representative ABA-dependent and -independent salt stress-responsive gene expression patterns in *AtC3H3* OXs. Relative *AtC3H3* (**a**), *RD29B* (**b**), *RD22* (**c**), *RAB18* (**d**), *DREB2A* (**e**), and *DREB2B* (**f**) transcript levels in WT and *AtC3H3* OX seedlings treated with NaCl for indicated times. *GAPc* was used to normalize the relative transcript levels. Transcript levels of each gene in WT at 0 h of NaCl treatment were set to 1. Data represent the average with standard deviations indicated by error bars (*n* = 6). Statistical differences (*p* < 0.05) are denoted by different letters.

**Table 1:** Number of differentially expressed genes (DEGs).

Experiment	Up-Regulated Gene Number	Down-Regulated Gene Number
*AtC3H3* OX NaCl vs WT NaCl	10	11

## Data Availability

The data presented in this study are available in the Supplementary Materials. The data presented in this study are openly available in Gene Expression Omnibus (GEO); the GEO accession number is GSE275862.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms252010943/s1.

# Supplementary material for: AtC3H3, an Arabidopsis Non-TZF Gene, Enhances Salt Tolerance by Increasing the Expression of Both ABA-Dependent and -Independent Stress-Responsive Genes
**Source:** Int J Mol Sci. 2024 Oct 11;25(20):10943. doi: 10.3390/ijms252010943
**Supplement:** Supplementary file 1

## Supplementary data

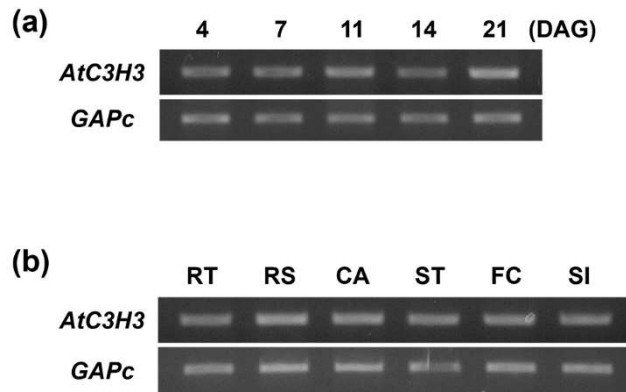

**Figure S1.** Temporal and spatial expression of *AtC3H3*. **(a)** Semi-qRT-PCR analysis of *AtC3H3* in 4-, 7-, 11-, 14-, and 21-day-old WT seedlings grown under SD conditions. **(b)** Semi-qRT-PCR analysis of *AtC3H3* expression in organs of 49-day-old WT grown under LD conditions. RT, roots; RS, rosette leaves; CA, cauline leaves; ST, stems; FC, floral clusters; SI, siliques. *GAPc* was used for an internal control. At least two biological replicates showed similar results, with one shown here.

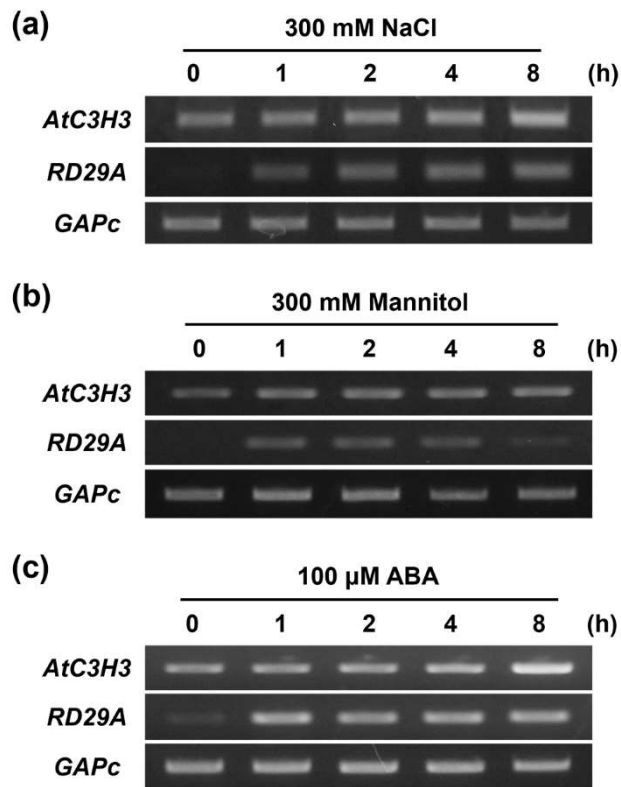

**Figure S2.** Expression analysis of *AtC3H3* under osmotic stress conditions. **(a)** Expression of *AtC3H3* and *RD29A* under 300 mM NaCl treatment for 0, 1, 2, 4, and 8 h. **(b)** Expression of *AtC3H3* and *RD29A* under 300 mM mannitol treatment for 0, 1, 2, 4, and 8 h. **c** Expression of *AtC3H3* and *RD29A* under 100  $\mu$ M ABA treatment for 0, 1, 2, 4, and 8 h. *GAPc* was used as an internal control. At least two biological replicates showed similar results, with one shown here.

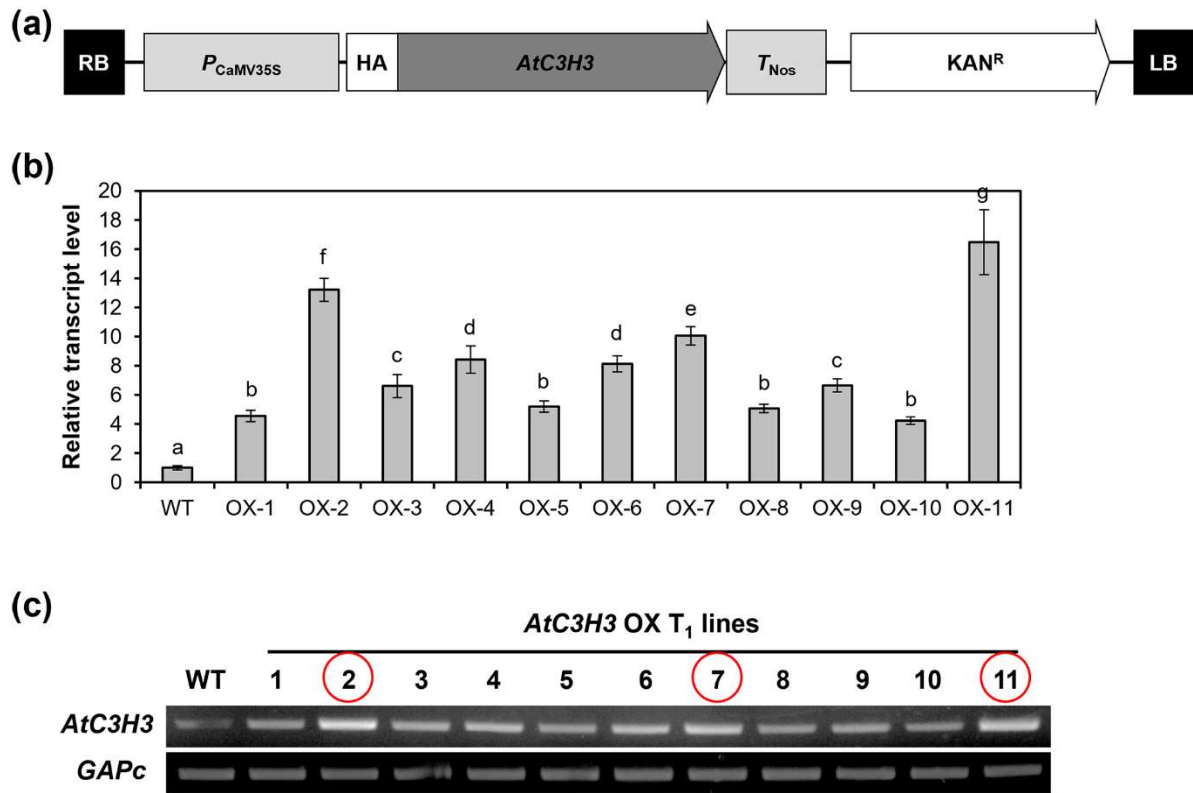

**Figure S3.** Isolation of *AtC3H3* OXs. (a) Schematic map of vector for *AtC3H3* overexpression. (b) Selection of *AtC3H3*-overexpressing T<sub>1</sub> lines by qRT-PCR. Transcript level in WT was set as 1. Three independent reactions were performed for each technical replicate. Two technical replicates were performed for each biological replicate. Data shown are the mean  $\pm$  S.D. ( $n = 6$ ). At least two biological replicates showed similar results, with one shown here. Different letters display significant differences ( $p < 0.05$ ). (c) Selection of T<sub>1</sub> lines overexpressing *AtC3H3* by semi-qRT-PCR. Circled lines were selected for further analysis.

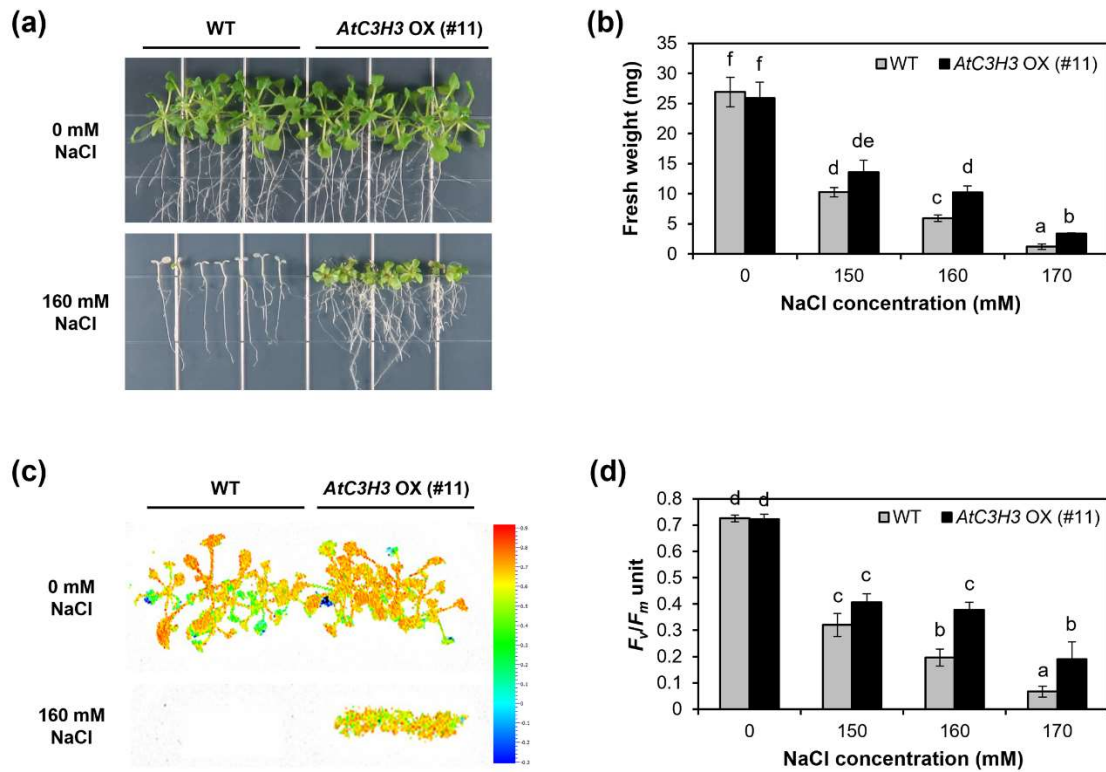

**Figure S4.** Salt stress response of *AtC3H3* OX (#11) at seedlings stage. **(a)** Five-day-old WT and *AtC3H3* OX (#11) seedlings were transferred onto 0, 150, 160, and 170 mM NaCl-containing medium and incubated. Photographs were taken after 18-day NaCl treatment. **(b)** FW of WT and *AtC3H3* OX (#11) seedlings was measured after 18-day NaCl treatment. Data shown are the means  $\pm$  S.D. ( $n = 24$  plants). Different letters display significant differences ( $p < 0.05$ ). **(c)** Fluorescent image of PS II activity ( $F_v/F_m$ ) was taken after 18-day NaCl treatment. **(d)** PS II activity ( $F_v/F_m$ ) was measured after 18-day NaCl treatment using FluorCam. Data shown are the means  $\pm$  S.D. ( $n = 24$  plants). Different letters display significant differences ( $p < 0.05$ ).

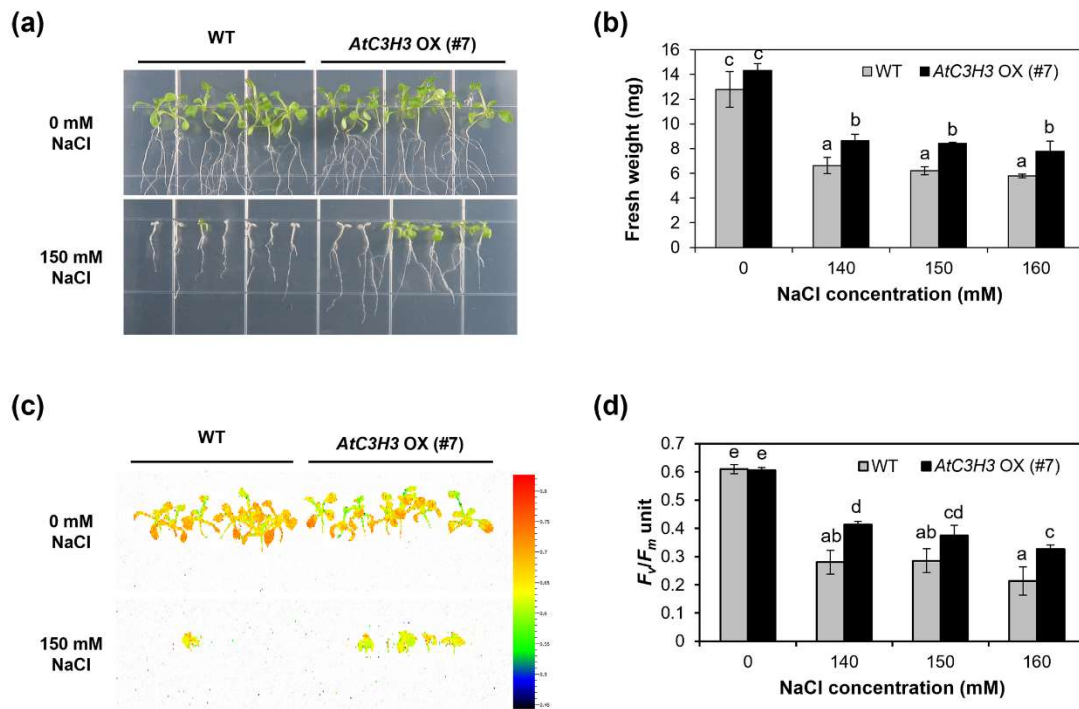

**Figure S5.** Salt stress response of *AtC3H3* OX (#7) at seedlings stage. **(a)** Five-day-old WT and *AtC3H3* OX (#7) seedlings were transferred onto 0, 140, 150, and 160 mM NaCl-containing medium and incubated. Photographs were taken after 12-day NaCl treatment. **(b)** FW of WT and *AtC3H3* OX (#7) seedlings was measured after 12-day NaCl treatment. Data shown are the means  $\pm$  S.D. ( $n = 24$  plants). Different letters display significant differences ( $p < 0.05$ ). **(c)** Fluorescent image of PS II activity ( $F_v/F_m$ ) was taken after 12-day NaCl treatment. **(d)** PS II activity ( $F_v/F_m$ ) was measured after 12-day NaCl treatment using FluorCam. Data shown are the means  $\pm$  S.D. ( $n = 24$  plants). Different letters display significant differences ( $p < 0.05$ ).

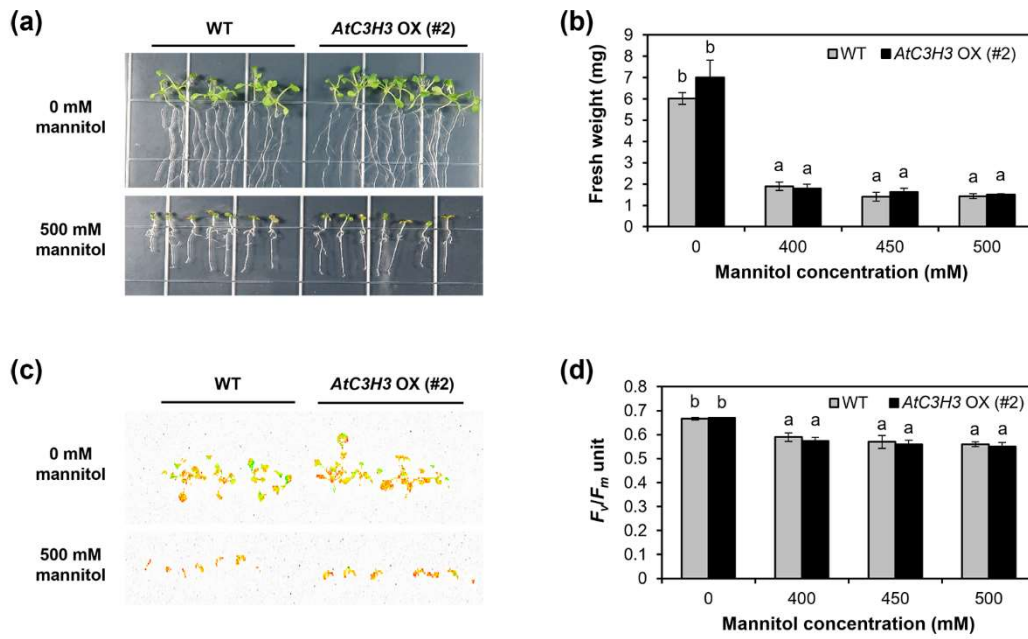

**Figure S6.** Drought stress response of *AtC3H3* OX at seedlings stage. **(a)** Five-day-old WT and *AtC3H3* OX seedlings were transferred onto 0, 400, 450, and 500 mM mannitol-containing medium and incubated. Photographs were taken after 7-day mannitol treatment. **(b)** FW of WT and *AtC3H3* OX seedlings was measured after 7-day mannitol treatment. Data shown are the means  $\pm$  S.D. ( $n = 24$  plants). Different letters display significant differences ( $p < 0.05$ ). **(c)** Fluorescent image of PS II activity ( $F_v/F_m$ ) was taken after 7-day mannitol treatment. **(d)** PS II activity ( $F_v/F_m$ ) was measured after 7-day mannitol treatment using FluorCam. Data shown are the means  $\pm$  S.D. ( $n = 24$  plants). Different letters display significant differences ( $p < 0.05$ ).

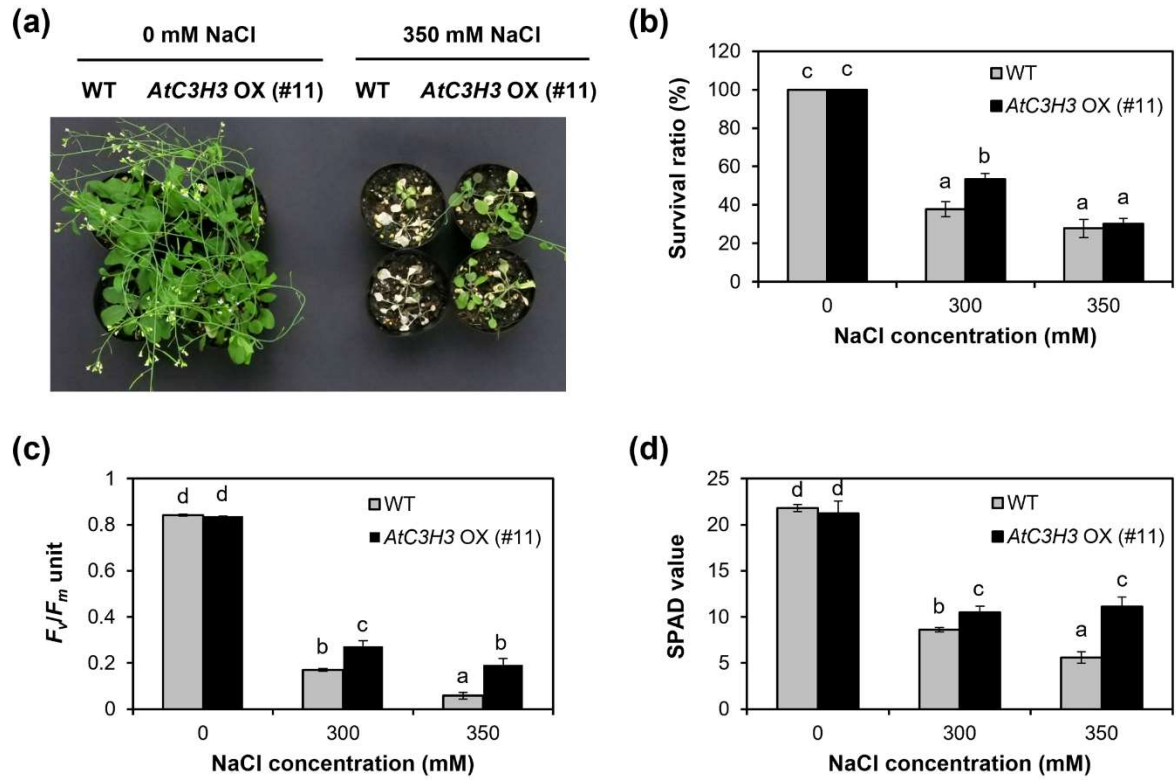

**Figure S7.** Response of *AtC3H3* OX (#11) mature plants to salt stress. **(a)** Photograph of WT and *AtC3H3* OX (#11) plants treated with indicated concentrations of NaCl for 17 days. **(b)** Survival ratio of WT and *AtC3H3* OXs (#11) after 17-day NaCl treatment. **(c)**  $F_v/F_m$  units of WT and *AtC3H3* OXs (#11) after 17-day NaCl treatment. **(d)** SPAD values of WT and *AtC3H3* OXs (#11) after 17-day NaCl treatment. In **(b)**–**(d)**, the data represents the average with standard deviations indicated by error bars ( $n = 15$  plants). Statistical differences ( $p < 0.05$ ) are denoted by different letters.

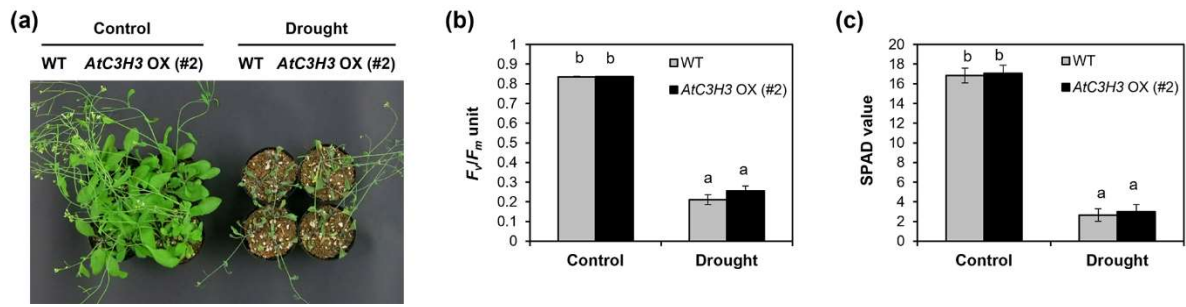

**Figure S8.** Drought-stress response of *AtC3H3* OX mature plants. **(a)** Three-week-old WT and *AtC3H3* OX plants were dried for 17 days and then rewatered. Photographs were taken after five days of rewatering. **(b)** PS II activity ( $F_v/F_m$ ) of WT and *AtC3H3* OX dried for 17 days and rewatered for five days. **(c)** SPAD values of WT and *AtC3H3* OX dried for 17 days and rewatered for five days. Data shown are the means  $\pm$  S.D. ( $n = 15$  plants). Different letters display significant differences ( $p < 0.05$ ).

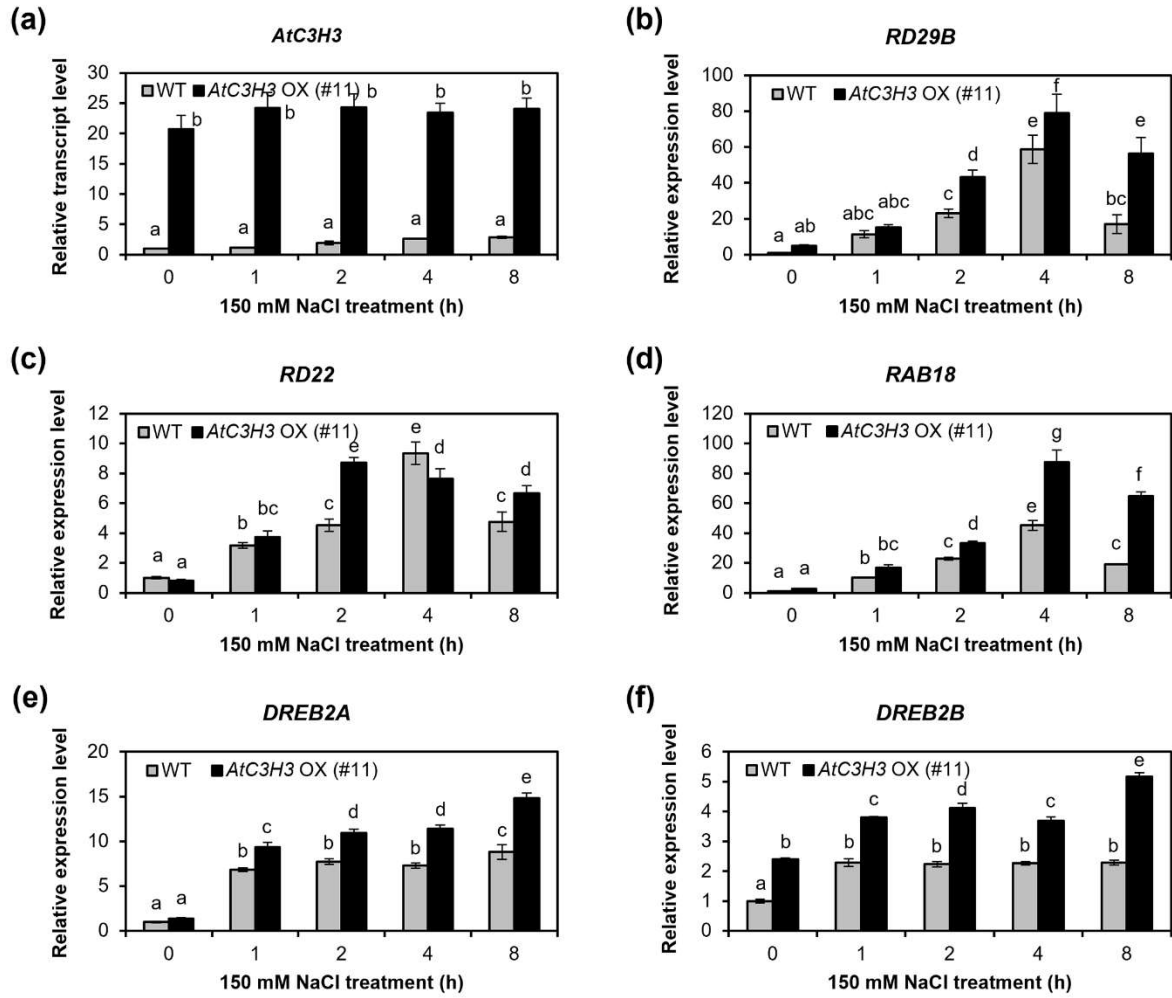

**Figure S9.** Expression patterns of representative ABA-dependent and -independent salt stress-responsive genes in *AtC3H3* OXs (#11). Relative transcript levels of *AtC3H3* (a), *RD29B* (b), *RD22* (c), *RAB18* (d), *DREB2A* (e), and *DREB2B* (f) in WT and *AtC3H3* OX (#11) seedlings treated with NaCl for indicated times. *GAPc* was used to normalize the relative transcript levels. Transcript levels of each gene in WT at 0 h of NaCl treatment were set to 1. The data represents the average with standard deviations indicated by error bars ( $n = 6$ ). Statistical differences ( $p < 0.05$ ) are denoted by different letters.

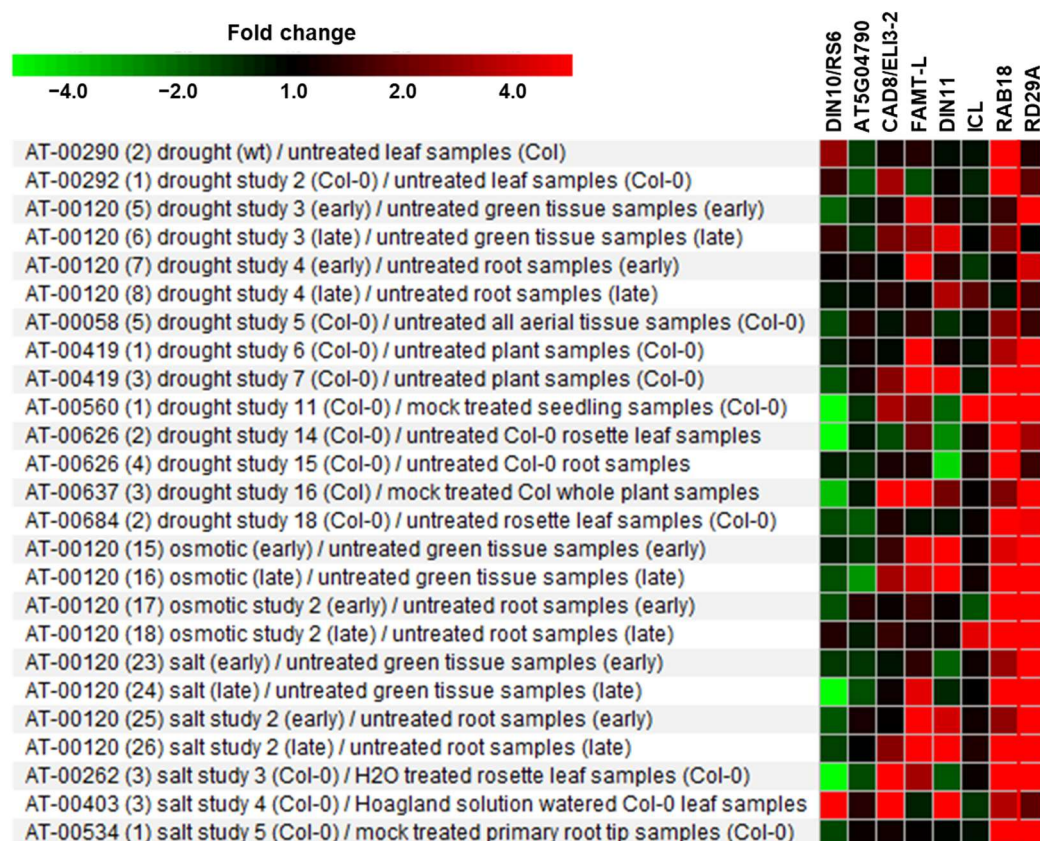

**Figure S10.** Expression analysis of 6 downregulated genes in *AtC3H3* OXs under drought, osmotic, and salt stress conditions using Genevestigator. *RD29A* and *RAB18* were used as marker genes for stress conditions.

**Table S1.** Suitability of RNA-Sequencing data

| Sample           | Forward reads |            | Reverse reads |            | Mapping rate | Aligned pairs | Pair alignment rate |
|------------------|---------------|------------|---------------|------------|--------------|---------------|---------------------|
|                  | Input         | Mapped     | Input         | Mapped     |              |               |                     |
| WT-NaCl-1        | 24,555,255    | 24,098,795 | 24,555,255    | 23,923,936 | 97.8%        | 23,815,153    | 96.1%               |
| WT-NaCl-2        | 27,168,480    | 26,618,921 | 27,168,480    | 26,418,597 | 97.6%        | 26,273,020    | 95.7%               |
| AtC3H3 OX-NaCl-1 | 22,889,799    | 22,493,047 | 22,889,799    | 22,358,926 | 98.0%        | 22,263,847    | 96.0%               |
| AtC3H3 OX-NaCl-2 | 21,568,345    | 21,190,760 | 21,568,345    | 21,071,941 | 98.0%        | 20,971,908    | 96.1%               |

**Table S2.** List of up-regulated genes in *AtC3H3* OX under salt stress condition

| Locus tag | Gene Symbol  | Fold change | <i>p</i> -value | Description                                                      |
|-----------|--------------|-------------|-----------------|------------------------------------------------------------------|
| AT5G13565 | AT5G13565    | 17.217      | 0.000           | Hypothetical protein                                             |
| AT5G20240 | PI           | 12.424      | 0.001           | Floral homeotic gene encoding a MADS domain transcription factor |
| AT4G18203 | AT4G18203    | 3.322       | 0.045           | Hypothetical protein                                             |
| AT1G76465 | AT1G76465    | 2.712       | 0.000           | Hypothetical protein                                             |
| AT5G25756 | AT5G25756    | 2.485       | 0.012           | Hypothetical protein                                             |
| AT5G65080 | MAF5/AGL68   | 2.477       | 0.031           | MADS-domain protein                                              |
| AT3G26135 | AT3G26135    | 2.281       | 0.038           | 2-oxoglutarate/Fe(II)-dependent oxygenase family protein         |
| AT1G67265 | DVL3/RTFL21  | 2.141       | 0.004           | ROTUNDIFOLIA like 21                                             |
| AT1G16410 | BUS1/CYP79F1 | 2.086       | 0.000           | Member of CYP79F                                                 |
| AT4G13770 | CYP83A1/REF2 | 2.051       | 0.000           | Cytochrome p450 enzyme                                           |

**Table S3.** List of down-regulated genes in *AtC3H3* OX under salt stress condition

| Locus tag | Gene Symbol | Fold change | <i>p</i> -value | Description                                                                                                  |
|-----------|-------------|-------------|-----------------|--------------------------------------------------------------------------------------------------------------|
| AT5G20250 | DIN10/RS6   | 0.158       | 0.000           | Member of glycosyl hydrolase family 36                                                                       |
| AT5G04790 | AT5G04790   | 0.354       | 0.046           | Transmembrane protein                                                                                        |
| AT4G37990 | CAD8/ELI3-2 | 0.386       | 0.000           | Aromatic alcohol:NADP <sup>+</sup>                                                                           |
| AT3G18291 | AT3G18291   | 0.432       | 0.002           | Hypothetical protein                                                                                         |
| AT3G44870 | FAMT-L      | 0.440       | 0.015           | SABATH family methyltransferase                                                                              |
| AT4G12735 | AT4G12735   | 0.445       | 0.016           | Peroxisomal protein                                                                                          |
| AT3G49620 | DIN11       | 0.458       | 0.001           | Encodes a protein similar to 2-oxoacid-dependent dioxygenase                                                 |
| AT3G21720 | ICL         | 0.472       | 0.008           | Glyoxylate cycle enzyme isocitrate lyase (ICL)                                                               |
| AT5G43570 | AT5G43570   | 0.473       | 0.028           | Predicted to encode a PR (pathogenesis-related) peptide that belongs to the PR-6 proteinase inhibitor family |
| AT5G43650 | bHLH92      | 0.488       | 0.046           | basic helix-loop-helix (bHLH) DNA-binding superfamily protein                                                |
| AT1G79485 | AT1G79485   | 0.499       | 0.023           | Hypothetical protein                                                                                         |

**Table S4.** Biological process categories of GO of DEGs in *AtC3H3* OXs under salt stress condition

| GO         | Term                                   | Number of genes | <i>p</i> -value | Expression |
|------------|----------------------------------------|-----------------|-----------------|------------|
| GO:0009625 | response to insect                     | 2               | 1.16E-02        |            |
| GO:0019758 | glucosinolate biosynthetic process     | 2               | 1.51E-02        |            |
| GO:0016144 | S-glycoside biosynthetic process       | 2               | 1.51E-02        | Up         |
| GO:0019761 | glucosinolate biosynthetic process     | 2               | 1.51E-02        |            |
| GO:1901659 | glycosyl compound biosynthetic process | 2               | 3.27E-02        |            |
| GO:0019748 | secondary metabolic process            | 3               | 2.99E-02        | Down       |

**Table S5.** List of primers for cloning

| Construct                      | Forward                                  | Reverse                                  |
|--------------------------------|------------------------------------------|------------------------------------------|
| <i>AtC3H3</i> OX               | 5'-ATAGTCGACATGCGA<br>ACCCCATGTCAGA-3'   | 5'-GATGGATCCTCATGG<br>TGATGACGCATCCT-3'  |
| sGFP- <i>AtC3H3</i>            | 5'-ATAGTCGACATGCGA<br>ACCCCATGTCAGA-3'   | 5'-GATGGATCCTCATGG<br>TGATGACGCATCCT-3'  |
| <i>AtC3H3</i> -sGFP            | 5'-ATAGTCGACATGCGA<br>ACCCCATGTCAGA-3'   | 5'-ATAGGATCCGTGGTG<br>ATGACGCATCCTCAG-3' |
| <i>P<sub>AtC3H3</sub>::GUS</i> | 5'-CTGAAGCTTCTATAC<br>CGTTGCCCATTCCTG-3' | 5'-GCGCTGCAGGTAAGG<br>AAAGACGATGATCA-3'  |

**Table S6.** List of primers used for qRT-PCR and semi-qRT-PCR

| Gene          | Forward                     | Reverse                     | Purpose      |
|---------------|-----------------------------|-----------------------------|--------------|
| <i>AtC3H3</i> | 5'-GACAACCAGCTTGTGGTAAC-3'  | 5'-CATAGGGTGGTTCGAATTTGC-3' | qRT-PCR      |
| <i>GAPc</i>   | 5'-GTGTCCCAACCGTTGATGTC-3'  | 5'-TCCCTTGAGTTTGCCTTCGG-3'  | qRT-PCR      |
| <i>RD29A</i>  | 5'-CCTGAAGTGATCGATGCACC-3   | 5'-CAGTGGGTTTGGTGTAATCG-3   | qRT-PCR      |
| <i>RAB18</i>  | 5'-TACCAGAACCGTCCAGGAGG-3   | 5'-CGTACTCGTCATACTGCTGC-3   | qRT-PCR      |
| <i>RD29B</i>  | 5'-TTCTTGGCTCGGTGGTAAAC-3   | 5'-GGTGCCAAGTGATTGTGGAG-3   | qRT-PCR      |
| <i>RD22</i>   | 5'-GTAAACCCGGTAAAAGAACC-3   | 5'-TACACGAAAGGGTTTGCTCC-3   | qRT-PCR      |
| <i>DREB2A</i> | 5'-GTGTTGCCAACGGTTCATAC-3   | 5'-GAGGTATTCCGTAGTTGAGG-3   | qRT-PCR      |
| <i>DREB2B</i> | 5'-GAAGAGTCTTGTGGAACCAG-3'  | 5'-CCCAATACTGCTGCTCAAAC-3'  | qRT-PCR      |
| <i>AtC3H3</i> | 5'-GACAACCAGCTTGTGGTAAC-3'  | 5'-CAACATCACTGGTTTCATCC-3'  | semi-qRT-PCR |
| <i>GAPc</i>   | 5'-CACTTGAAGGGTGGTGCCAAG-3' | 5'-CCTGTTGTCGCCAACGAAGTC-3' | semi-qRT-PCR |
| <i>RD29A</i>  | 5'-GAAACAGAGTCTGCCGTGAC-3'  | 5'-TGCTGCCTTCTCGGTAGAGA-3'  | semi-qRT-PCR |

How the deposited data were processed for this re-analysis (not part of the article)

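The mRNA-Seq data comprise 14 libraries of 10-day-old seedlings, with 2 replicates for each of 7 conditions: WT with NaCl, the line labelled AtC3H3 OX with NaCl, the line labelled AtC3H26 OX with NaCl, each line untreated, and WT untreated in sets 1 and 2. The NaCl treatment was 150 mM, and RNA taken after 1, 2 and 4 h was combined before the library was made. The authors removed adapters and bases of low quality, mapped the reads to the TAIR 10 genome with TopHat and estimated FPKM per gene with Cufflinks, and they name EdgeR and a quantile normalization for their comparison. The deposited tables give FPKM for each gene and library, and no read counts. The values had not been quantile normalized, since the upper quartile of the values above 0 differed between libraries. Of the genes listed, 218 had no name, and all of these were at 0 in each library. All but 42 of the others were matched by name, and for 414 repeated or ambiguous names by order, to the RefSeq annotation of TAIR10.1, which gave locus, gene type and neighbours.

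The tests, the filter, the rule for naming genes and most of the alternatives were set before the data were examined. They had been written for read counts, with limma (trend) on the log2 scale as the replacement for tables of FPKM, and this replacement is used throughout. Each comparison was fitted on its own libraries with limma (version 3.58.1, in R 4.3.3) on log2(FPKM + 1), for genes with at least 1 FPKM in at least 2 libraries of the comparison, and p was adjusted by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 are given as called. The comparisons were the line labelled AtC3H3 OX and the line labelled AtC3H26 OX against WT, each with NaCl (2 libraries against 2) and untreated (2 against the 4 of both sets of WT), WT with NaCl against WT untreated, the sets of WT against each other, and the interaction of line and NaCl (10 libraries for AtC3H3). The labels do not assign a set of WT to a line, and so both were used. A comparison of the lines with each other under NaCl was added after the values had been seen. Genes with an unadjusted p under 0.05 and more than 2-fold difference were counted as well, since the paper names an unadjusted threshold. Named genes are those of Tables S2 and S3 and of the text of the paper, AtC3H3, AtC3H26, the stress genes of Figures 5 and 8, GAPC1, the neighbours of PI, and for each comparison up to 3 genes per direction with the largest change among those called, over 2-fold and without overlap between groups. Gene types were compared with Fisher's exact test. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

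Depth was estimated from the steps of 1 fragment in low FPKM values and is relative only. At 20 to 40 FPKM, the spread of the log2 difference between replicates was at most 0.16, and genes near 1 FPKM are less precise. The tests were tried on simulated data in which 200 genes were changed by 1 or 2 on the log2 scale. The changed genes were drawn from those with a mean log2(FPKM + 1) above 2. Of these, 95.5% were recovered in the comparison of 2 libraries against 2, and 98% in the comparison of 2 libraries against 4, where 3.45% of the genes called were unchanged ones. The simulated spread was that within each condition, without the difference between the sets of untreated WT. The 98% therefore does not hold for genes in which the sets differ. Alternatives were upper-quartile normalization, quantile normalization, no filter, FPKM 1 in each library of the fit, all 14 libraries in a single fit, the replicate number as a block, a pseudocount of 0.1, a single set of untreated WT, an ordinary linear model per gene, a rank correlation, and leaving out a replicate. The filter of FPKM 1 in each library, the linear models without quantile normalization and the correlation against separate WT replicates were added after the values had been seen. Tests that need read counts, GO enrichment, for which no annotation was at hand, and the expression data that the paper took from Genevestigator were not used here.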

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

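The comparisons between groups, the interaction and quantile normalization were set before the data were examined. Further tests of explanations were added to them. The tests on time of day and on the signs of the line labelled AtC3H26 OX without NaCl were chosen before their results were seen. So was the test on the interaction against each set of WT. All other added tests of this part were chosen only after the result was seen. AtC3H3 itself is lower and not higher in the libraries labelled AtC3H3 OX, and the same holds for AtC3H26 in the libraries labelled AtC3H26 OX, and so no direction below can be read as an effect of more transcript.

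The effect of the line labelled AtC3H3 OX differed between NaCl and untreated seedlings in 9 named genes, by the interaction of line and NaCl in limma (10 libraries). The log2 difference was 4.11 for AT5G13565 (adjusted p = 1.4e-05), -1.52 for ELI3-2 (adjusted p = 0.016), -1.68 for DIN11 (adjusted p = 0.024), -7.14 for U5.1b (adjusted p = 1.4e-05), -1.74 for AT4G09715 (adjusted p = 0.026), 1.69 for AT3G21460 (adjusted p = 0.024), 1.75 for AGP22 (adjusted p = 0.031), -5.36 for AT2G07684 (adjusted p = 1.5e-06) and 11.67 for the chloroplast tRNA trnS, listed with ArthCt091 (adjusted p = 0.026). For AT5G13565, U5.1b, AT4G09715, AT2G07684 and trnS the fitted difference depends on the pseudocount and is no bound, because a group was listed at 0. Over the alternatives the adjusted p ranged from 2.5e-07 to 0.13 for AT5G13565, 0.00063 to 0.22 for ELI3-2, 0.002 to 0.081 for DIN11, 1.4e-05 to 0.23 for U5.1b, 0.00014 to 0.096 for AT4G09715, 0.0023 to 0.081 for AT3G21460, 0.0042 to 0.081 for AGP22, 2.7e-08 to 0.0094 for AT2G07684 and 0.0015 to 0.17 for trnS. With replicate 2 of WT set 1 left out it was 0.06 for DIN11, 0.077 for AT4G09715, 0.06 for AT3G21460 and 0.087 for AGP22, and with replicate 1 of WT set 1 left out it was 0.065 for trnS. Across the 4 fits that each left out an untreated WT library, DIN11, AT4G09715 and AGP22 stayed above 0.05 in each fit, and AT3G21460 and trnS in all but 1.

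Against WT set 1 alone and against WT set 2 alone, all 9 had an adjusted p under 0.05 in the same direction, so their calls did not depend on the set. This is no independent test of a difference between the 2 sets of untreated WT as the source. The fit over both sets favours genes in which the sets differ little, and far more genes passed against a single set. For 3 of the genes, AT5G13565, ELI3-2 and U5.1b, every untreated value of WT and of the line labelled AtC3H3 OX was under 1 FPKM, and an effect that is present in both treatments but cannot be seen without NaCl cannot be told apart from an effect of NaCl, because none of these values is high enough to show it. Values that switch to 0 between replicates of a condition were seen for 3 of the 9 genes: AT5G13565 was listed at 0 and had 9.94 FPKM in the 2 libraries labelled AtC3H26 OX with NaCl, U5.1b had 204 FPKM and was listed at 0 in the 2 untreated libraries labelled AtC3H26 OX, and trnS, of 88 bp, was listed at 0 and had 1052 FPKM in the 2 libraries labelled AtC3H26 OX with NaCl. For these 3, such a switch cannot be told apart from an effect of the line, because each condition has 2 libraries. The 2 values of AT5G13565 above 0 in the libraries labelled AtC3H3 OX lay at 1.35 and 1.32 times its smallest value above 0 in any library after scaling by depth, and they cannot be separated from those of 1 or a few fragments. The other 6 genes had an untreated value above 1 FPKM in these libraries, which argues against that account for them. For 2 of these 6, AT2G07684 and AT4G09715, every value with NaCl was under 1 FPKM, and an effect that cannot be seen with NaCl cannot be told apart from an effect that NaCl removes, because no value with NaCl is high enough. AT2G07684 had 40.8 and 39.4 FPKM in the untreated libraries labelled AtC3H3 OX and was listed at 0 in each other library. AT4G09715 had at most 1.42 FPKM untreated. With NaCl, it was listed at 0 in both libraries labelled AtC3H3 OX and had 0.509 and 0.468 FPKM in WT. The highest untreated values of the remaining genes were 2.29 FPKM for DIN11, 16.7 FPKM for AT3G21460, 15.0 FPKM for AGP22 and 4535 FPKM for trnS. With NaCl, AT3G21460 had 3.67 and 2.97 FPKM against 1.50 and 1.30 FPKM in WT, and AGP22 had 1.78 and 1.29 FPKM against 0.409 and 0.378 FPKM. The tRNA trnS was listed at 0 in the untreated libraries of both lines, and with NaCl it ranged from 786 to 4546 FPKM in the libraries labelled AtC3H3 OX and from 549 to 1976 FPKM in WT. A response to NaCl that differs between the line and WT stays open for DIN11, AT3G21460 and AGP22, as a hypothesis, since most of these calls are lost when an untreated WT library is left out.

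The 2 sets of untreated WT, which the paper does not compare with each other, differed in 2005 genes. The labels name no factor that separates them. A difference in scaling is argued against, because 2051 genes were called with quantile normalization, 893 higher and 1158 lower in set 2, against 556 higher and 1449 lower without it. The relative depth was 0.806 and 0.772 in set 1 and 0.900 and 0.787 in set 2, so that replicate 1 of set 2 was deeper than both libraries of set 1. A difference in depth is argued against as the whole cause, because replicate 2 of set 2, which lay between the libraries of set 1 in depth, had a Pearson r of at most 0.964 with them over 21083 genes, lower than the 0.979 with the deeper library of its own set. Unstable values of RNAs shorter than the sequenced fragments are argued against as the source of most calls, because such RNAs (snoRNA, snRNA, tRNA and rRNA) made up 15 of the genes called, or 0.748%. They made up 8 of the 22 genes over 8-fold apart, but 68 of the 19783 genes tested. For these 8, unstable values cannot be told apart from a difference between the plants, because each set has 2 libraries. Harvest at another time of day may contribute, since the median absolute log2 difference of 10 clock genes was 0.24, at percentile 95.8 of 10000 random lists of genes at the same expression level, whose median was 0.14. Of the clock genes, PRR9 (0.76, adjusted p = 0.0057) and ELF4 (-0.54, adjusted p = 0.015) were called by limma. CCA1 (0.06, adjusted p = 0.69), LHY (-0.25, adjusted p = 0.2), TOC1 (-0.19, adjusted p = 0.21) and GI (0.25, adjusted p = 0.17) were among those not called. A difference in sequencing run or growth between the sets stays open and was not tested, and no biological explanation was tested. The largest differences include WRKY40, at 38.6 and 40.1 FPKM in set 1 and 1.07 and 1.27 FPKM in set 2. It had 47.7 and 49.4 FPKM in the untreated libraries labelled AtC3H3 OX and 5.42 and 4.23 FPKM in those labelled AtC3H26 OX. Among protein-coding genes over 8-fold apart, ERF105, BT2, TCH4, AT1G07135, SZF1, DIC2, TCH3, WRKY33 and ERF6 were also lower in set 2. Their log2 differences lay between -3.97 and -3.03. The genes psaI and AT4G31441 were higher there (4.88 and 5.63) and were listed at 0 in both libraries of set 1. The RNA AT3G06365, of the type misc_RNA, was listed at 0 in both libraries of set 1 and had 5540 and 6102 FPKM in set 2.

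The libraries labelled AtC3H26 OX, on which the paper does not report, differed from WT in 1394 genes with NaCl and in 333 genes untreated. With NaCl, 501 genes were higher and 893 lower. A difference in scaling is argued against, because quantile normalization gave 1508 genes. Of the genes called with NaCl, 1320 were tested untreated, and 59.6% of these had the same sign there, against 58.5% of 487 for the line labelled AtC3H3 OX. A difference between groups of plants that is not carried by the line cannot be told apart from an effect of the line that depends on NaCl, because both would leave the signs without NaCl near chance and each line and treatment is a single group of plants. A few genes set the line apart in both treatments. AT3G55920 had 13.6 and 13.4 FPKM against 0.264 and 0.244 FPKM in WT with NaCl (log2 fold change 3.53, adjusted p = 0.00055) and a log2 fold change of 3.57 untreated (adjusted p = 0.00031). AT2G01422 had 43.3 and 40.5 FPKM with NaCl, where WT was listed at 0, and 43.9 and 44.8 FPKM untreated.

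Of 42 named genes examined for a single library far from the others among the 4 of untreated WT, 1 passed Dixon's critical value, fewer than the 1 in 20 that chance gives. This was the pseudogene T32G9.43, at 16.9 FPKM in 1 library and listed at 0 in the other 3, a gap of 1 times the range. No technical or biological explanation was tested for it.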

How the results depend on the processing

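Counts of called genes are given as higher and lower. They were 255 and 270 for the libraries labelled AtC3H3 OX against WT with NaCl, 4 and 5 for the same line untreated, 501 and 893 for AtC3H26 OX with NaCl, 167 and 166 for AtC3H26 OX untreated, 5233 and 5211 for WT with NaCl against untreated, 556 and 1449 for WT set 2 against set 1, and 8 and 8 for the interaction. Unless a paragraph says otherwise, the cause of a change was not tested.

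Upper-quartile and quantile normalization left each count within 1.5 times, except for the 5 lower genes of AtC3H3 OX untreated, which became 3 under both, and the higher genes of WT set 2, which became 893 with quantile normalization. They moved the shares toward lower genes for WT with NaCl against untreated, to 4409 and 6361 and to 4489 and 6159, and the median of all genes by at most 0.084 on the log2 scale. With no filter, genes near 0 enter the test, and the counts were 24 and 32 for AtC3H3 OX with NaCl, 11 and 3 untreated, 224 and 453 for AtC3H26 OX with NaCl, 102 lower untreated, 272 and 878 for the sets of WT and 18 and 23 for the interaction. With FPKM 1 in each library, chosen after seeing the data, AtC3H3 OX untreated gave 0 and 1 (610 and 1284 of 18305 at an unadjusted p under 0.05) and the interaction 0 and 0 (1176 and 583 of 17631). A pseudocount of 0.1 gave 2 higher genes for AtC3H3 OX untreated and 2 lower genes for the interaction.

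With all 14 libraries in one fit, which takes the spread from all groups, the counts were 34 and 47 for AtC3H3 OX with NaCl, 67 and 264 untreated, 211 and 361 for AtC3H26 OX with NaCl, 624 and 956 untreated, 1214 and 2622 for the sets of WT and 34 and 24 for the interaction. Against WT set 1 only, AtC3H3 OX untreated gave 170 and 314, AtC3H26 OX untreated 713 and 1706 and the interaction 398 and 173. Against WT set 2 only they gave 1671 and 1160, 1004 and 892, and 957 and 1343. The difference between the sets adds to the spread where both are used. The counts of WT with NaCl against untreated stayed within 1.5 times under each of these alternatives.

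With the replicate number as a block, a replicate block, AtC3H3 OX untreated gave 2 lower genes, AtC3H26 OX untreated 46 and 35, and the interaction 1 and 3. The labels do not say that equal numbers were handled together, and over 21 pairs of conditions the correlation of the replicate differences was -0.085 to 0.092. Across the 4 fits that each left out an untreated WT library, AtC3H3 OX untreated gave 2 to 4 and 1 to 4 (2 and 1 without set 2 replicate 1), AtC3H26 OX untreated 79 to 126 and 79 to 99 (79 and 88 without set 2 replicate 2, 110 and 79 without set 1 replicate 2), WT with NaCl against untreated 4953 to 5141 and 4680 to 5223, and the interaction 1 to 4 and 3 to 5 (1 and 3 without set 1 replicate 2). Fewer libraries make these tests weaker by construction. Where a group would keep 1 library, only fold changes were computed.

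By unadjusted p and 2-fold difference, 29 and 37 genes differed between the libraries labelled AtC3H3 OX and WT with NaCl. The counts became 74 and 82 with a pseudocount of 0.1, which raises folds near 0, and 14 and 16 with quantile normalization and an ordinary linear model per gene. Of the alternatives chosen after seeing the data, no shared spread gave 14 and 16, FPKM 1 in each library 8 and 15, a linear model on FPKM 18 and 17, and the same for protein-coding genes 11 and 11. The odds ratio of noncoding genes among the lower genes, 1.48, by Fisher's exact test was 1.76 (p = 0.01) with FPKM 1 in each library, 2.41 (p = 5.2e-05) with the replicate block, and reversed to 0.68 (p = 1) with all 14 libraries in one fit. The correlation of the lines, 0.429, was 0.518 with no filter, and 0.115 and 0.078 with another WT replicate for each line, a change that shared WT libraries by construction bring.

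Among 134 results for named genes, 1016 values came from alternatives that kept all replicates. Of these 901 stayed on the same side, 65 became weaker, 35 stronger and 15 reversed. Most of the weaker ones came with all 14 libraries (28) and no filter (20). With a replicate left out, 617 of 661 stayed the same, 28 became weaker, 2 stronger and 14 reversed.

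The reversed log2 fold changes for the libraries labelled AtC3H3 OX with NaCl were RD22 (-0.01 upper-quartile, -0.07 quantile, -0.03 without AtC3H3 OX replicate 2, -0.05 without WT replicate 1, up to 0.06 without the others), ZFN2 (-0.05 without AtC3H3 OX replicate 2, -0.02 without WT replicate 2, up to 0.08 without the others) and DREB2B (-0.11 without WT replicate 1, up to 0.24 without the others). Untreated, they were MAF5 (-0.06, set 1 only), RTFL21 (0.25, set 2 only, 0.12 without set 1 replicate 1, down to -0.27 without the others), AT1G79485 (-0.50, set 2 only, -0.01 without either replicate of set 1, up to 0.56 without the others) and AT5G25756 (-0.49 without AtC3H3 OX replicate 1, up to 0.86 without the others). For AtC3H26 OX, F13M7.1 reversed to -0.06 without AtC3H26 OX replicate 2 and -0.04 without WT replicate 1 with NaCl (up to 0.13 without the others), and untreated to -0.03 with set 1 only and -0.01 without set 2 replicate 2 or AtC3H26 OX replicate 2 (up to 0.07 without the others). For WT with NaCl against untreated, MAF5 (0.24), CYP79F1 (0.21) and AT1G79485 (-0.25) reversed with set 2 only, and DIN10 (-0.70, adjusted p = 1.4e-05, over the alternatives 1.4e-05 to 0.71) and ICL (0.05) with set 1 only. The interaction reversed for PI (-0.02 quantile, -0.18 pseudocount 0.1, -0.13 set 2 only, -0.01 without set 1 replicate 2, up to 0.20 without the others) and DIN10 (-0.77, set 2 only, adjusted p = 0.0032, over the alternatives 0.00018 to 0.94).

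DESeq2 and the filters on 10 counts were planned but not run, since the tables hold no counts. The number of fragments behind a value is not known, which limits what can be said of genes near 1 FPKM.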

Differences from the paper's values

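The paper gives 10 up-regulated and 11 down-regulated genes for AtC3H3 OX against WT under NaCl treatment. In the libraries labelled AtC3H3 OX, where the transcript of AtC3H3 is lower than in WT, 29 genes were higher and 37 lower at an unadjusted p under 0.05 and a 2-fold difference. Of the alternatives set before the data were examined, quantile normalization with an ordinary linear model per gene brought the counts within 1.5 times, with 14 and 16 genes against the paper's 10 and 11. It gave most but not all genes of the paper: of these 30 genes, 8 are among the 10 of Table S2 and 10 among the 11 of Table S3. The other alternatives did not bring the counts that near: upper-quartile normalization gave 27 and 38, quantile normalization with limma 29 and 37, no filter 26 and 40, all 14 libraries in one fit 24 and 31, the replicate block 34 and 41, and a pseudocount of 0.1 gave 74 and 82. Among settings chosen after seeing the values, an ordinary linear model per gene on log2(FPKM + 1) gave 14 and 16 (again 8 of the 10 and 10 of the 11 genes), FPKM 1 in every library gave 8 and 15 (2 of the 10 and 9 of the 11 genes), and a linear model on FPKM with the ratio of mean FPKM + 1 in protein-coding genes gave 11 and 11. The same linear model over all gene types gave 18 and 17. Further models on the log2 scale, with equal and unequal variances and with and without quantile normalization, were tried while these were chosen. The 22 protein-coding genes of the linear model on FPKM were the 21 of Tables S2 and S3 and psbN, which was named after its values were seen.

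The paper shows AtC3H3 in untreated overexpression seedlings at about 15 times WT in Fig. 8a, read by eye, and at about 21 times in Fig. S9a, read by eye, by qRT-PCR. In the untreated libraries labelled AtC3H3 OX the ratio of mean FPKM to WT was 0.783. None of the alternatives set before the data were examined closed the gap.

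The paper calls MAF5, AT3G26135, bHLH92 and AT1G79485 changed. Their adjusted p in limma did not pass 0.05, and the largest was 0.077. All 4 had an unadjusted p under 0.05 and a 2-fold difference. For bHLH92 (BHLH92), the adjusted p was 0.056, and it was 0.027 with the replicate number as a block, 0.042 with all 14 libraries in one fit and 0.028 with FPKM 1 in every library, which was chosen after seeing the values. It ranged from 0.027 to 0.17 over the alternatives. For MAF5 the adjusted p was 0.051, and 0.035 with the replicate number as a block, with a range of 0.035 to 0.41. It ranged from 0.058 to 0.18 for AT3G26135 and from 0.07 to 0.56 for AT1G79485.

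By qRT-PCR, the paper states that RD29B, RD22, RAB18, DREB2A and DREB2B were higher in overexpression seedlings than in WT under salt stress. The qRT-PCR gives single times of treatment, whereas the libraries combine RNA of 1, 2 and 4 h. The seedlings of the qRT-PCR also had AtC3H3 far above WT, and in these libraries it was at 0.649 of WT. The values below therefore do not test the result of the paper. In the libraries labelled AtC3H3 OX with NaCl, RD29B (listed as LTI65) was higher, with a log2 fold change of 0.64 (adjusted p = 0.0052, 0.0016 to 0.085 over the alternatives). For RAB18, listed with AT5G66400, the log2 fold change was 0.24 (adjusted p = 0.065, 0.039 to 0.54 over the alternatives), higher in 2 of 2 libraries. It passed 0.05 with the replicate number as a block (0.047) and with FPKM 1 in every library (0.039), which was chosen after seeing the values. The log2 fold change was 0.01 for RD22 (adjusted p = 0.96), -0.09 for DREB2A (adjusted p = 0.62) and 0.06 for DREB2B (adjusted p = 0.89). For RD22 it fell below 0 with upper-quartile (-0.01) and quantile normalization (-0.07). For DREB2B it was -0.11 without replicate 1 of WT.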

Other observations

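The comparisons with WT, those of WT with NaCl against untreated, and the correlation of the lines were set before the data were examined. The test of the correlation with separate WT libraries was added after the values had been seen, but before its own result was seen. All other added tests of this part were chosen only after the result was seen.

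The gene named in the label is not raised in the libraries of its own line. The ratio of mean FPKM to WT was 0.649 with NaCl for AtC3H3 in the libraries labelled AtC3H3 OX, and 0.615 with NaCl and 0.818 untreated for AtC3H26 in the libraries labelled AtC3H26 OX. The log2 fold change of ZFN2 (AtC3H26) with NaCl was -0.60 (standard error 0.10, adjusted p = 0.029, 0.019 to 0.075 over the alternatives). An exchange of the labels is argued against, because AtC3H26 had a ratio of 1.013 to WT in the libraries labelled AtC3H3 OX with NaCl. A count of transgene reads on the overlapping neighbour is argued against, because F13M7.2 changed by a log2 fold change of -0.05. A rise hidden by scaling is argued against, because F13M7.1 changed by -0.60 with quantile normalization. Silencing of each gene in its own line may explain the pattern, as a hypothesis. F13M7.1 lay lower in the AtC3H3 line than in the AtC3H26 line with NaCl (log2 difference -0.62, adjusted p = 0.026) and ZFN2 lay higher there (0.62, adjusted p = 0.04). The deposited values do not separate transcripts of the transgene from those of the native gene.

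That the libraries of either line come from the same stock as the WT libraries is argued against. The largest gap in a gene between the 4 libraries labelled AtC3H3 OX and the other 10 was 3.26 on the scale of log2(FPKM + 1), in PI, and for the 4 labelled AtC3H26 OX it was 4.54, in AT2G01422. Over 10 other groups of 4 libraries, made of an NaCl pair and an untreated pair that share no line or are both WT, the largest gap ranged from 0.12 to 0.72. With a 2-fold gap, 1 gene set apart AtC3H3 OX, 5 set apart AtC3H26 OX and 0 set apart each other group. Without a limit on the gap, the number of genes set apart was 53 for AtC3H3 OX and 125 for AtC3H26 OX, within the 29 to 156 of the other groups. The count with the 2-fold gap was made first, then that without a limit, and the largest gap was taken last, after both counts were seen. A WT stock with a variant of its own cannot be told apart from a line, because it would also differ from the other libraries and the values hold no sequence.

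PI was higher and its neighbour DIN10 lower in the libraries labelled AtC3H3 OX. Chance adjacency is argued against, because 2.37% of 10000 random lists of 21 protein-coding genes held a pair of neighbours. A response of the pair to NaCl alone is argued against, because both genes differed in the same direction untreated. The effect on PI differed by 0.08 on the log2 scale between treatments. The untreated log2 fold change of DIN10 lay between -4.31 and -1.89 over the alternatives. The size of the effect on DIN10 may still differ between treatments. Its difference was 0.44 (limma, adjusted p = 0.92) and ranged from -0.77 to 1.65 over the alternatives (adjusted p from 0.00018 to 0.94). A change that reaches beyond BCB and DIN10 is argued against, because the median absolute log2 fold change of the 10 nearest tested genes beyond them was 0.091 with NaCl, against 0.096 for all genes tested. Of these 10, 0 had an adjusted p under 0.05 and 2 had an unadjusted p under 0.05. A change that takes in BCB, the gene next to PI, cannot be told apart from a separate change of BCB. BCB was higher with NaCl (0.34, adjusted p = 0.01) and untreated (1.96, adjusted p = 0.48), but it was lower in the libraries labelled AtC3H26 OX with NaCl (-0.31, adjusted p = 0.012), and the sets of untreated WT differed in it by -2.39, which keeps this open. What sets the pair apart in this line stays open, and an insertion at the site was not tested, since FPKM values hold no sequence.

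Across 19424 genes the effects of the lines labelled AtC3H3 OX and AtC3H26 OX against WT with NaCl had a Pearson r of 0.429. Unchanged groups simulated against the same WT libraries gave a mean r of 0.502, from 0.289 to 0.641 over 100 draws. With another WT replicate for each line, r was 0.078 and 0.115, which is consistent with shared WT libraries as the source of most of the correlation. Genes are not independent replicates. Of the 525 genes called for AtC3H3 OX, 238 were also called for AtC3H26 OX, 224 of them in the same direction, and these counts share the WT libraries too. In WT with NaCl against untreated, 386 of the 525 were called, 51 of them in the same direction, and these counts again share WT libraries.

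The lines were compared with each other with NaCl, which needs no WT library and for which no alternatives were run (limma, 2 libraries against 2). Of the 21 genes of Tables S2 and S3, 19 were tested, and 7 had an adjusted p under 0.05 in the direction that the paper states: PI (3.50), AT3G26135 (0.82), DIN10 (-2.48), MUK11.11 (-0.87), ELI3-2 (-1.28), DIN11 (-1.57) and ICL (-1.94). In AtC3H26 OX against WT with NaCl, 7 genes of these tables were called in the paper's direction and 2 in the other. These 2 were DIN11 (0.45, adjusted p = 0.023) and ICL (0.86, adjusted p = 0.0085). Their rise in that line is part of their difference between the lines. For CYP79F1 the log2 difference between the lines was 0.09 (adjusted p = 0.32) and for CYP83A1 0.11 (adjusted p = 0.27). Against WT with NaCl, the log2 fold change of the libraries labelled AtC3H26 OX was 0.97 for CYP79F1 (adjusted p = 0.003) and 0.93 for CYP83A1 (adjusted p = 0.0028), but this comparison shares its WT libraries with that of AtC3H3 OX. Between the sets of untreated WT these genes differed by -0.95 and -0.74. For both genes, each untreated library of either line still lay above each untreated WT library. The untreated log2 fold changes ranged from 0.73 to 1.27 (limma, adjusted p from 0.13 to 0.42). This argues against low values in the WT libraries with NaCl as the only source.

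In WT with NaCl against untreated, the log2 fold change was 5.17 for ELI3-2 (adjusted p = 7.2e-07), 2.71 for DIN11 (adjusted p = 4.3e-06) and 2.59 for AT3G44870 (adjusted p = 1.1e-05). It was 0.51 for DIN10 (adjusted p = 0.63), -0.37 for MUK11.11 (adjusted p = 0.34) and -0.25 for ICL (adjusted p = 0.38). DIN10 and ICL differed between the sets of untreated WT (-2.42 and 0.61, adjusted p = 3e-05 and 0.021), and the sign for each depends on the set. Against set 1 alone the log2 fold change was -0.70 for DIN10 and 0.05 for ICL. Over the alternatives the adjusted p of ICL ranged from 0.0068 to 0.65.

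A linear model on FPKM, chosen after seeing the data, called 13 genes besides protein-coding ones, of which 9 are long noncoding RNA genes, 2 antisense RNA genes and 2 pseudogenes. In the libraries labelled AtC3H3 OX 7 were higher and 6 lower, and 11 had every value under 5 FPKM. They are not in Tables S2 and S3.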
